# Increased angiotensin II coupled with decreased *Adra1a* expression enhances cardiac hypertrophy in pregnancy-associated hypertensive mice

**DOI:** 10.1016/j.jbc.2023.102964

**Published:** 2023-02-02

**Authors:** Jun-Dal Kim, Chulwon Kwon, Kanako Nakamura, Naoto Muromachi, Haruka Mori, Shin-ichi Muroi, Yasunari Yamada, Hodaka Saito, Yoshimi Nakagawa, Akiyoshi Fukamizu

**Keywords:** adrenergic receptor, angiotensin II, cardiac hypertrophy, pregnancy, hypertension, ACE, angiotensin-converting enzyme, ADRA1, alpha-1 adrenergic receptors, Adra1a, alpha-1A adrenergic receptor, Ang I, angiotensin I, Ang II, angiotensin II, AT1, Ang II type 1, CREB, cAMP response element-binding protein, DEG, differentially expressed gene, ERK, extracellular signal-regulated kinase, FC, fold change, FDR, false discovery rate, FS, fractional shortening, GO, gene ontology, hAG, transgenic human angiotensinogen, HDP, hypertensive disorders during pregnancy, HR, heart rate, hRN, transgenic human renin, KEGG, Kyoto Encyclopedia of Genes and Genomes, PAH, pregnancy-associated hypertensive, PCA, principal component analysis, RAS, renin-angiotensin system, RNA-seq, RNA-sequencing

## Abstract

Cardiac hypertrophy is a crucial risk factor for hypertensive disorders during pregnancy, but its progression during pregnancy remains unclear. We previously showed cardiac hypertrophy in a pregnancy-associated hypertensive (PAH) mouse model, in which an increase in angiotensin II (Ang II) levels was induced by human renin and human angiotensinogen, depending on pregnancy conditions. Here, to elucidate the factors involved in the progression of cardiac hypertrophy, we performed a comprehensive analysis of changes in gene expression in the hearts of PAH mice and compared them with those in control mice. We found that alpha-1A adrenergic receptor (*Adra1a*) mRNA levels in the heart were significantly reduced under PAH conditions, whereas the renin-angiotensin system was upregulated. Furthermore, we found that *Adra1a*-deficient PAH mice exhibited more severe cardiac hypertrophy than PAH mice. Our study suggests that *Adra1a* levels are regulated by renin-angiotensin system and that changes in *Adra1a* expression are involved in progressive cardiac hypertrophy in PAH mice.

Pregnancy can be a risk factor for the development of cardiovascular diseases because the progression of gestation results in hemodynamic changes with increases in heart rates (HRs) and circulating blood volume. These alterations during normal pregnancy induce physiological cardiac hypertrophy (1, 2). Moreover, hypertensive disorders during pregnancy (HDP), including chronic or gestational hypertension, preeclampsia, and eclampsia, are life-threatening conditions with an incidence of 5 to 10% of all pregnancies (3, 4). Although HDP causes hypertension, proteinuria, and left ventricular hypertrophy in females, only few studies have focused on pathological cardiac hypertrophy.

The renin-angiotensin system (RAS) is involved in the regulation of blood pressure and is strongly implicated in various cardiovascular diseases (5, 6). In the RAS pathway, angiotensin I (Ang I) is produced by the reaction of renin with angiotensinogen, and angiotensin-converting enzyme (ACE) converts Ang I to angiotensin II (Ang II), a key bioactive peptide for blood pressure regulation (7). Moreover, RAS pathway is linked to pathological processes of HDP (8, 9, 10, 11). Cardiac Ang II does not affect the phenotype of the heart under normal conditions but worsens ventricular hypertrophy and fibrosis with increased blood pressure (12). However, the relationship between RAS and cardiac hypertrophy in HDP remains unclear.

Previously, we generated a HDP animal model, comprising of pregnancy-associated hypertensive (PAH) mice, by mating females expressing the transgenic human angiotensinogen (*hAG*) gene with males expressing the transgenic human renin (*hRN*) gene (13). PAH mice have phenotypes including maternal hypertension, proteinuria, and intrauterine growth retardation of embryos due to the reaction of fetal hRN and maternal hAG during late pregnancy (14, 15). These mice also exhibit pathological cardiac hypertrophy with fibrosis and apoptosis progression before delivery (16). Interestingly, treatment with Ang II receptor inhibitors improves cardiac hypertrophy in PAH mice (17). Earlier, we also showed that inhibitors of either ACE or Ang II type 1 (AT1) receptors efficiently alleviated pathological progression in the hearts of PAH mice (16, 18). Thus, the RAS pathway may play an important role in pathological cardiac hypertrophy in PAH mice and patients with HDP. However, the detailed mechanisms underlying hypertrophic progression in PAH mice remain unknown.

To better understand the molecular mechanism underlying cardiac hypertrophic progression in HDP pathology, we studied changes in cardiac gene expression in PAH mice using bulk RNA-sequencing (RNA-seq) and observed decreased alpha-1A adrenergic receptor (*Adra1a*) expression in the hearts of PAH mice. Furthermore, we showed that reduced *Adra1a* expression is critical for Ang II-induced cardiac hypertrophy in PAH mice. Thus, our data provide a link between cardiac gene expression during hypertrophic progression and gestational hypertension. This study also showed that RAS pathway inhibition has therapeutic potential in cardiac hypertrophy through its ability to reduce the alteration of *Adra1a* expression in patients with HDP.

## Results

### Transcriptomic changes in PAH mouse hearts during late gestation

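Hearts of 4 control (WT) mice and 4 PAH mice, all pregnant and at P19, gave 1 RNA-seq library each. PAH dams carry the human angiotensinogen transgene (hAG) and bear fetuses sired by males with the human renin transgene (hRN), so that angiotensin II rises in late pregnancy. Total RNA was depleted of ribosomal RNA, made into directional libraries and sequenced as short paired-end reads. The authors mapped the reads to GRCm38 (mm10), counted exon reads per gene and calculated RPKM with CLC Genomics Workbench, and deposited both kinds of value for 41819 genes. The deposited exon reads came to 29268702 to 37711689 per control library (median 34259439) and to 29898996 to 39891300 per PAH library (median 35738451). Counts were taken as deposited, normalized by TMM and tested with edgeR's quasi-likelihood test on the 8 libraries, with Benjamini-Hochberg adjustment over the 15563 genes left by a filter on low counts. DEGs had an adjusted p under 0.05 and an FC of at least 2, and levels are given as TMM-normalized CPM, which are counts scaled to library size. The gene lists, the main tests and the rule for naming genes were fixed before the data were examined, but after the values of Table S1 had been seen, of which the first 1997 of the 2150 genes listed for PAH hearts were readable. In simulated counts, recovery meant an adjusted p under 0.05 in the right direction, without the FC threshold. On counts simulated from these libraries the test recovered 56% of genes changed 1.5-fold, 78% of those changed 2-fold and 92% of those changed 4-fold. Each gene was drawn independently there, which can overstate the recovery in real hearts. The scaling matters here, because the 13 mitochondrially encoded mRNAs took 28.4% ± 3.44 (SD, n = 4) of the exon reads in control hearts and 22.3% ± 0.196 (SD, n = 4) in PAH hearts. TMM allows for such a shift in composition between groups, and RPKM, which divides by all mapped reads, does not.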

To determine the alteration of gene expression in the hypertrophied hearts of PAH mice, we used RNA-seq to analyze the transcriptome in the heart tissues of wildtype (WT) and PAH mice on day 19 of pregnancy (P19). Principal component analysis (PCA) and hierarchical clustering analysis were performed to assess the reproducibility of biological replicates between WT and PAH samples. Both analyses showed significantly separated clusters between the two groups (Fig. 1, *A* and *B*).

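The mean log2 CPM of extracellular matrix genes, relative to the control mean, was 1.74 to 1.83 in the 4 PAH hearts and −0.35 to 0.33 in the 4 control hearts. Genes of cytokines and chemokines lay at 1.70 to 2.02 in PAH hearts and at −0.12 to 0.19 in control hearts, and cardiomyocyte markers at −0.70 to −0.48 and −0.10 to 0.12. PC1 of log2 CPM, with each gene scaled to unit variance, held 47.4% of the variance. All PAH libraries (69.1 to 89.6) lay apart from all control libraries (−107 to −52.4) on it, with an exact permutation p of 0.0286 (two-sided), the smallest that 4 libraries against 4 allow. PC2 held 16.1% and did not separate the groups (exact permutation p = 0.714). Control libraries 1 and 2 lay at 56.3 and 71.0 on PC2, and control libraries 3 and 4 at −14.4 and −80.7. The extracellular matrix genes differed between the same libraries, at 0.32 and 0.33 against −0.29 and −0.35.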

**Figure 1:**
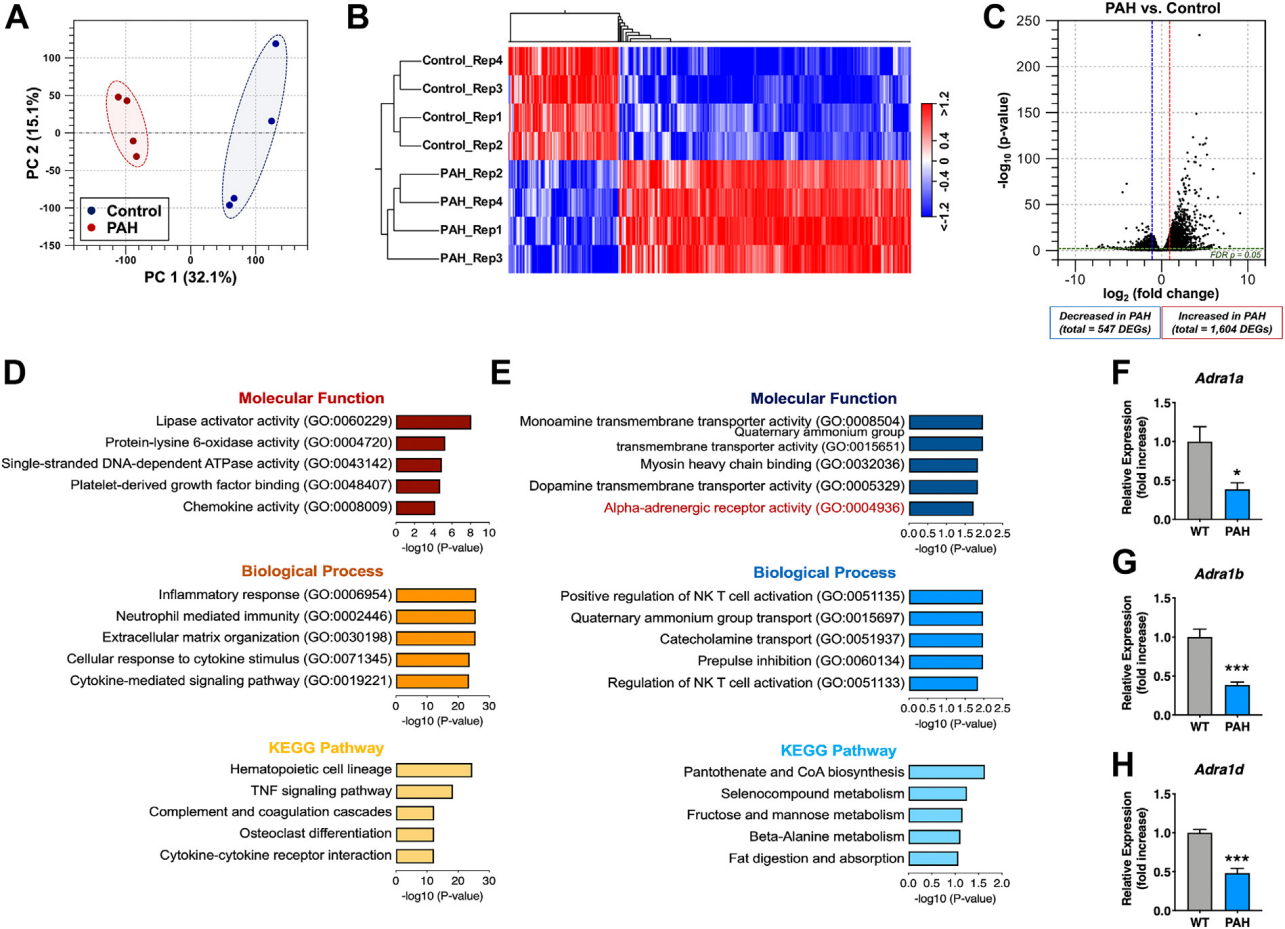
**Transcriptome analysis of PAH mouse hearts.***A*, principal component analysis of the RNA-seq data. Principal component 1 (PC1, x-axis) and PC2 (y-axis) represent 32.1% and 15.1% of the total variation, respectively. *B*, hierarchical clustering analysis showing differential gene expression between the PAH and control (WT) groups. *Red* indicates high gene expression, and *blue* shows reduced gene expression map. *C*, volcano plot showing differentially expressed genes (DEGs) between the two groups (fold change −2 to 2 filtering; FDR *p* < 0.05). *D* and *E*, gene ontology enrichment including molecular function (*top*) and biological process (*middle*), and Kyoto Encyclopedia of Genes and Genomes pathway (*bottom*) analyses between PAH and control groups for 1604 upregulated DEGs (*D*) and 547 downregulated DEGs (*E*). *F–H*, quantitative real-time PCR validation of alpha-adrenergic receptor genes; *Adra1a* (*F*), *Adra1b* (*G*), and *Adra1d* (*H*). Results are presented as the mean ± SEM; ∗*p* < 0.05, and ∗∗∗*p* < 0.001 *versus* wildtype group (unpaired *t* test). *Adra1a*, alpha-1A adrenergic receptor; GO, Gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; PAH, pregnancy-associated hypertensive; RNA-seq, RNA-sequencing.

Next, we calculated the difference in reads per kilobase per million reads, and differentially expressed genes (DEGs) were identified using a false discovery rate (FDR) <0.05, and a fold change (FC) ≥2 or ≤−2. 

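*Arg1*, the arginase of alternatively activated macrophages, rose from 0.186 ± 0.101 CPM (SD, n = 4) in control hearts to 17.3 ± 7.15 CPM (SD, n = 4) in PAH hearts, a log2 FC of 6.48 (standard error 0.42, adjusted p = 1.9e-07). *Igfbp2*, a binding protein of insulin-like growth factors, had a log2 FC of 5.93 (standard error 0.31, adjusted p = 3.7e-08), with PAH library 4 at 6.64 CPM below the others, and *Marco*, a scavenger receptor of macrophages, of 5.73 (standard error 0.46, adjusted p = 9.7e-07). *Timp1*, an inhibitor of matrix metalloproteinases, had the smallest p of all genes, with 4.49 ± 0.714 CPM in control and 90.7 ± 10.6 CPM in PAH hearts (adjusted p = 8.1e-10 from edgeR) and control library 3 lowest at 3.43 CPM. Among the DEGs that fell, *Kcnv2*, a modifier subunit of voltage-gated potassium channels, went from 18.2 ± 2.61 to 1.03 ± 0.382 CPM, a log2 FC of −4.09 (standard error 0.22, adjusted p = 4.0e-08). The transcripts with no known function *AC102243.1* and *Gm12326* had 0 counts in every control library and 6.05 ± 1.20 and 2.01 ± 0.474 CPM in PAH hearts. They were at least 59.2-fold and 19.7-fold higher in PAH hearts, against a floor of 3 counts, on the same scale, in each of the 4 control libraries. Of the 15563 genes tested, 1368 were upregulated DEGs and 457 were downregulated DEGs, and 3465 and 3123 passed the adjusted p alone. In 6286 genes (40.4%) the PAH libraries did not overlap the control libraries, where chance gives 2.86%. Upregulated genes made up 75.0% of the DEGs, and 90.2% (1694 against 185) with limma on log2(RPKM + 0.1), on which scale the median of all genes shifted by 0.25. With limma on log2(RPKM + 1) they made up 93.3% (701 against 50), with a shift of 0.15.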

In total, 2151 DEGs were identified, including 1604 upregulated and 547 downregulated genes in PAH hearts (Fig. 1*C* and Table S1). To further clarify the pathways significantly enriched in DEGs, we performed gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses using online-based Enrichr Suite software (19). 

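Genes of the extracellular matrix and its crosslinking rose together in PAH hearts. Of 57 measured genes of this list, 52 were higher, none was lower and 5 did not pass the test (also 52 higher when adjusted over the list alone). *Tnc*, the matrix glycoprotein tenascin C, went from 4.00 ± 1.67 to 142 ± 16.0 CPM (SD, n = 4 each), a log2 FC of 5.14 (standard error 0.24, adjusted p = 2.2e-08). *Spp1*, which encodes osteopontin, had a log2 FC of 5.22 (standard error 0.27, adjusted p = 3.4e-08), and *Lox*, the collagen crosslinking enzyme lysyl oxidase, of 4.45 (standard error 0.23, adjusted p = 3.4e-08). Of 38 cytokines and chemokines, 32 were higher and none was lower, or 33 higher and 1 lower when adjusted over the list alone. *Il6* rose from 0.190 ± 0.0603 to 4.40 ± 0.589 CPM, and the monocyte chemoattractants *Ccl2* and *Ccl7* had log2 FCs of 3.19 and 3.12 (standard errors 0.18 and 0.16). All 8 measured neutrophil markers, of 16 listed, were higher, and 8 were when adjusted over the list alone. Among them were *Lcn2* (lipocalin 2, log2 FC 2.97, adjusted p = 5.3e-06 from edgeR) and the neutrophil collagenase *Mmp8* (log2 FC 3.36, adjusted p = 5.6e-05 from edgeR). The filter keeps a gene near the floor in control hearts only where it is higher in PAH hearts, which favors such a count. Markers of macrophages moved with these groups, as 20 of 20 were higher (20 when adjusted over the list alone), *Trem2* and *Cd68* with log2 FCs of 2.96 and 2.75. Camera tested each list against all other genes with a preset correlation of 0.01. The matrix list had an adjusted p of 1.7e-19 from camera (adjusted p = 0.244 with an estimated correlation). The cytokine list had an adjusted p of 2.0e-13 from camera (adjusted p = 0.162 with an estimated correlation), the neutrophil list an adjusted p of 4.4e-04 from camera (adjusted p = 0.275 with an estimated correlation) and the macrophage list an adjusted p of 2.7e-14 from camera (adjusted p = 0.216 with an estimated correlation). None of the 22 lists called by camera in PAH hearts held with an estimated correlation. The values of Table S1, from these same libraries, were seen before the lists were written. Counts and tests of lists in PAH against control hearts are thus not independent of the paper's own calls. With at least 10 counts required in every library, 18 cytokines and 4 neutrophil markers were left among the higher genes, since fewer were tested, and *Ccl24*, whose log2 FC was −0.64 (adjusted p = 0.0750 from edgeR), was lower without control library 2 (−0.77) or PAH library 3 (−0.88). With replicate number as a block, and without control libraries 1 and 2, 1 gene of the cytokine list was lower as well.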

In the classification of 1604 upregulated DEGs based on the biological process, the top five terms identified were “Cytokine-mediated signaling pathway”, “Cellular response to cytokine stimulus”, “Extracellular matrix organization”, “Neutrophil-mediated immunity”, and “Inflammatory response”, Figure 1*D*. Moreover, KEGG pathway analysis showed the terms “Cytokine-cytokine receptor interaction”, “Osteoclast differentiation”, “Complement and coagulation cascades”, “TNF signaling pathway,” and “Hematopoietic cell lineage”. These results suggest that the increased expression of fibrosis- and inflammation-associated genes positively regulates pathological cardiac hypertrophy in PAH mice during the late gestation period.

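Of 32 measured cytokine receptors, 26 were higher and 4 were lower in PAH hearts at an adjusted p under 0.05 from edgeR, and the counts were 26 and 4 when adjusted over the list alone. The chemokine receptors *Ccr1* and *Ccr2*, carried by monocytes and macrophages, had log2 FCs of 3.06 (standard error 0.19, adjusted p = 9.9e-08) and 2.79 (standard error 0.16, adjusted p = 5.5e-08). In complement and coagulation, 26 of 34 genes were higher and 3 were lower (27 and 3 when adjusted over the list alone). *C3ar1*, the receptor of the C3a fragment, went from 7.41 ± 1.74 to 44.1 ± 4.83 CPM (SD, n = 4 each), and *C4b*, a complement component, had a log2 FC of 1.95 (standard error 0.13, adjusted p = 2.2e-07). The TNF signaling list had 35 of 38 genes higher and none lower, with the same numbers when adjusted over the list alone. Its members *Cxcl5*, a chemokine for neutrophils, and *Mmp3*, the protease stromelysin 1, rose to 6.51 ± 1.47 and 49.0 ± 9.82 CPM from 0.446 ± 0.0812 and 10.7 ± 2.62 CPM. Among markers of blood lineages, 4 of 7 platelet markers were higher (5 higher and 1 lower when adjusted over the list alone), *Pf4* (platelet factor 4) with a log2 FC of 1.57 (standard error 0.13, adjusted p = 9.3e-07). The other platelet markers that rose were *Ppbp*, *Itga2b* and *Treml1*. Of 8 erythroid markers 3 were higher, which were *Slc4a1*, *Gypa* and *Alas2* (3 when adjusted over the list alone). Of 6 measured lymphocyte markers, out of 20 listed, 1 was higher, *Cd79b* of B cells (0 when adjusted over the list alone). The receptors that fell were *Il10rb*, *Ifngr2*, *Ackr3* and *Lifr*, and the complement and coagulation genes that fell were *Tfpi*, *F3* and *Cd59a*. PAH library 3 stood apart for *Ackr3* (66.4 CPM, above the other PAH libraries) and *Ifngr2* (93.8 CPM, below them). Single libraries decided some of these calls, which ended for *Lifr* (any library but PAH 3; −0.25 to −0.20), *Cd59a* (control 4 or PAH 4; −0.31 to −0.23), *Treml1* (control 1, control 3, control 4, PAH 1 or PAH 4; 1.52 to 1.99), *Gypa* (PAH 1; 1.86), *Alas2* (control 3, control 4, PAH 1, PAH 3 or PAH 4; 0.42 to 0.71) and *Cd79b* (any library but control 1 or PAH 4; 0.75 to 1.01) when the library in parentheses was left out, with the log2 FC given. The erythroid count was 1 without PAH library 1 and 5 without PAH library 2. The cytokine receptors had an adjusted p of 1.6e-09 from camera (adjusted p = 0.171 with an estimated correlation). Complement and coagulation had an adjusted p of 8.2e-11 from camera (adjusted p = 0.216 with an estimated correlation), and TNF signaling an adjusted p of 2.7e-14 from camera (adjusted p = 0.171 with an estimated correlation). On log2(RPKM + 0.1), limma left 1 cytokine receptor lower and had 3 lymphocyte markers higher. Without control libraries 3 and 4, 2 platelet, 1 erythroid and 0 lymphocyte markers were higher and 1 platelet marker was lower.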

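Fibroblast markers were higher in PAH hearts for 11 of 13 genes and lower for 1 (11 and 1 when adjusted over the list alone). *Postn*, the matricellular protein periostin of activated fibroblasts, rose from 98.2 ± 17.9 to 622 ± 77.3 CPM (SD, n = 4 each), and *Mfap5*, a component of microfibrils, had a log2 FC of 1.88 (standard error 0.09, adjusted p = 2.2e-08). Of 15 hypertrophy and fetal heart genes, 11 were higher and 3 were lower (11 and 3 when adjusted over the list alone). Skeletal actin *Acta1* had a log2 FC of 2.50 (standard error 0.17, adjusted p = 2.2e-07) and *Rcan1*, a regulator of calcineurin, of 1.14 (standard error 0.11, adjusted p = 3.7e-06). *Acta1* in PAH library 1 lay at 466 CPM, below the other PAH libraries. *Myl4*, an atrial and fetal myosin light chain of the same list, fell by 1.75 on the log2 scale (standard error 0.13, adjusted p = 4.8e-07). The other members that fell were *Nppa*, which encodes atrial natriuretic peptide, and *Tnni1*, a troponin of fetal heart whose call ended without control library 3 (log2 FC −0.84), and the fibroblast marker that fell was *Gsn* (gelsolin). In the renin-angiotensin system, 6 of 16 genes were higher and 2 were lower (6 and 2 when adjusted over the list alone). Reads assigned to *Agt* (angiotensinogen) went from 7.59 ± 0.538 to 43.6 ± 7.90 CPM, and *Ace* (angiotensin-converting enzyme) had a log2 FC of 1.41 (standard error 0.16, adjusted p = 1.9e-05). *Agtr1a*, the main angiotensin II receptor of the heart, and *Mme* (neprilysin) were the lower members, with log2 FCs of −0.53 and −0.67. PAH dams carry human angiotensinogen, and whether reads of that transgene map to *Agt* was not tested. The fibroblast list had an adjusted p of 2.8e-05 from camera (adjusted p = 0.244 with an estimated correlation), and the hypertrophy list an adjusted p of 0.00977 from camera (adjusted p = 0.333 with an estimated correlation). The renin-angiotensin list had an adjusted p of 0.178 from camera (adjusted p = 0.444 with an estimated correlation), and with limma on log2(RPKM + 0.1) it had 10 genes higher and 0 lower. From the terms of its upregulated DEGs, the paper proposes that higher expression of genes of fibrosis and inflammation promotes pathological hypertrophy in late gestation.

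**Figure D1:**
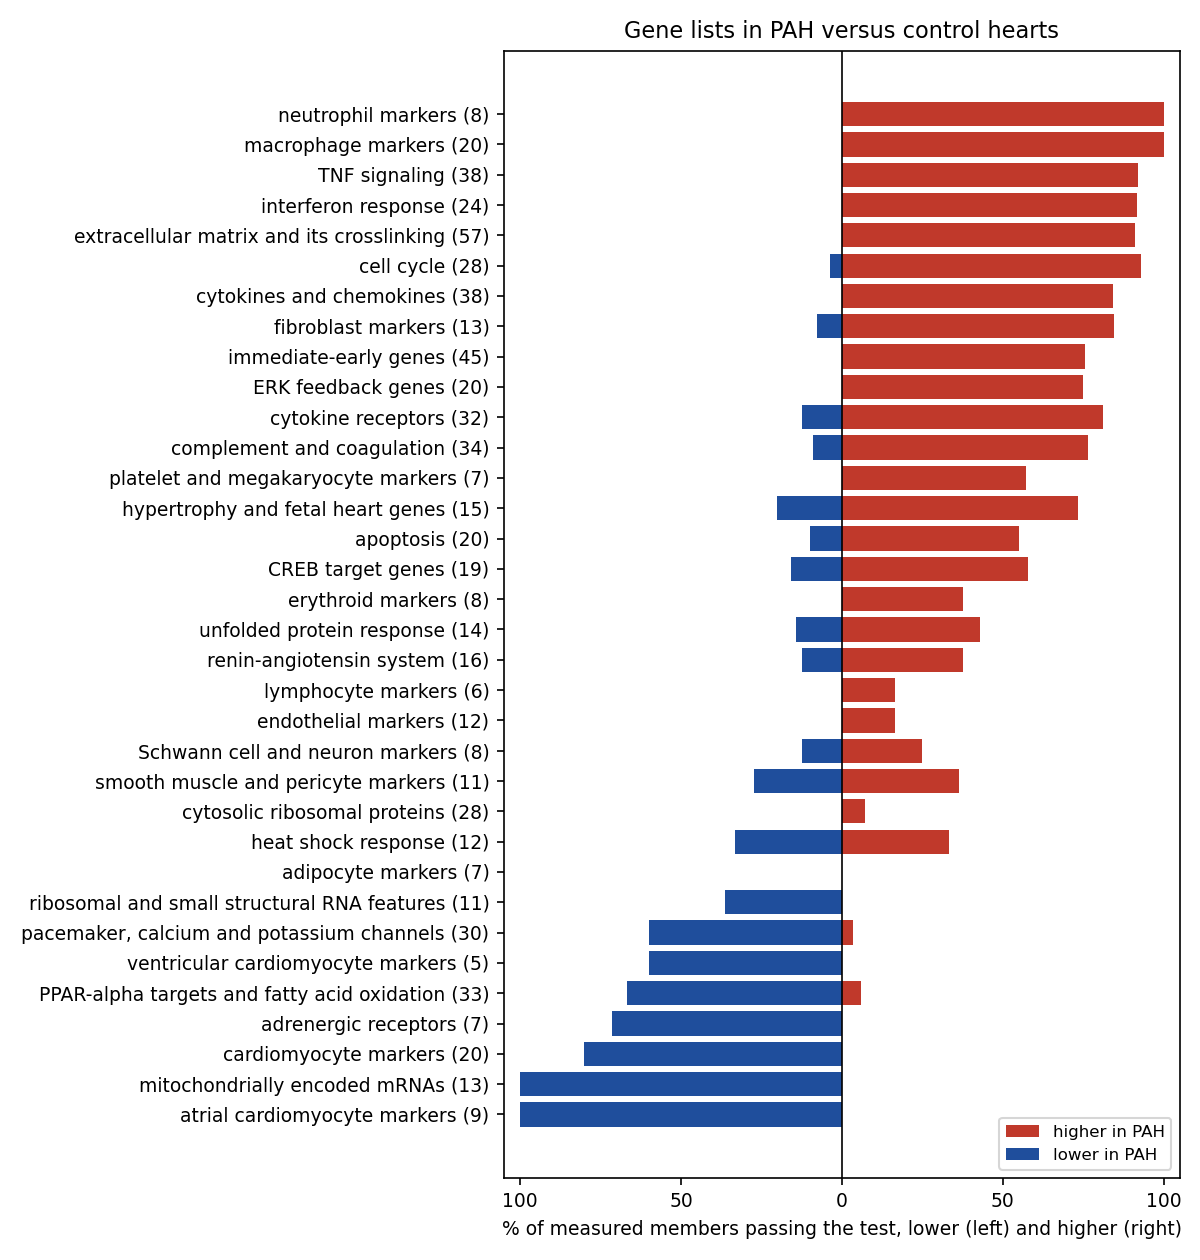
Percent of the measured members of each gene list that were higher (red, to the right) or lower (blue, to the left) in PAH than in control hearts at an adjusted p under 0.05, with the number of measured members in parentheses. Every measured macrophage and neutrophil marker is higher, though only 8 of 16 neutrophil markers were measured. Every atrial cardiomyocyte marker and mitochondrially encoded mRNA is lower, while fewer members of some lower lists passed with limma on log2(RPKM + 0.1), such as 9 of 20 cardiomyocyte markers.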

Subsequently, we performed GO and KEGG pathway analyses of the downregulated DEGs. The top five molecular function terms were collected (Fig. 1*E*). 

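Genes of cardiac muscle, of its ion channels and of its fatty acid use were lower in PAH hearts. These lists share some members, such as *Pln* and *Kcnj3*. Median log2 FCs were −0.56 for cardiomyocyte markers, −0.50 for channels, −0.49 for the fatty acid list and −0.70 for mitochondrially encoded mRNAs. Whether a smaller share of cardiomyocyte RNA in whole hearts contributes to these falls was not tested. All 9 atrial cardiomyocyte markers fell (also 9 when adjusted over the list alone), for example the atrial myosin light chain *Myl7*, from 409 ± 63.6 to 116 ± 17.8 CPM (SD, n = 4 each), a log2 FC of −1.81 (standard error 0.14, adjusted p = 7.5e-07). Of 30 pacemaker, calcium and potassium channel genes, 18 were lower and 1 was higher (18 and 1 when adjusted over the list alone). The channel gene that rose was *Cacna1d*, while 0 rose with all 12 libraries in 1 fit or without control libraries 3 and 4. *Kcnip2*, a subunit of the channel for the transient outward potassium current, had a log2 FC of −1.37 (standard error 0.10, adjusted p = 4.7e-07), and *Kcnj3*, an inward rectifier of atrial myocytes, of −1.33 (standard error 0.11, adjusted p = 1.2e-06). Among PPAR-alpha targets and genes of fatty acid oxidation, 22 of 33 were lower and 2 were higher (22 and 2 when adjusted over the list alone). The higher members were *Ucp2* and *Plin2*. *Mlycd* (malonyl-CoA decarboxylase) and *Ppargc1a*, a coactivator of mitochondrial biogenesis, had log2 FCs of −0.97 (standard error 0.11, adjusted p = 1.1e-05) and −1.03 (standard error 0.12, adjusted p = 2.4e-05). Cardiomyocyte markers were lower for 16 of 20 genes (16 when adjusted over the list alone), with *Pln* (phospholamban) at a log2 FC of −0.92 and *Myl2*, the ventricular myosin light chain, at −1.11 (adjusted p = 4.1e-05 and 8.6e-05). The ventricular markers *Myl2*, *Myl3* and *Hey2* were lower, 3 of 5 (4 when adjusted over the list alone). All 13 mitochondrially encoded mRNAs fell (also 13 when adjusted over the list alone), *mt-Nd3* with a log2 FC of −0.89 (standard error 0.15, adjusted p = 3.3e-04). The atrial list had an adjusted p of 8.5e-07 from camera (adjusted p = 0.171 with an estimated correlation), the channels an adjusted p of 1.0e-05 from camera (adjusted p = 0.261 with an estimated correlation) and the fatty acid list an adjusted p of 1.4e-06 from camera (adjusted p = 0.244 with an estimated correlation). The cardiomyocyte list had an adjusted p of 1.3e-06 from camera (adjusted p = 0.244 with an estimated correlation), the ventricular list an adjusted p of 0.0126 from camera (adjusted p = 0.244 with an estimated correlation) and the mitochondrial mRNAs an adjusted p of 1.0e-05 from camera (adjusted p = 0.333 with an estimated correlation). With limma on log2(RPKM + 0.1), 10 channel genes, 14 genes of the fatty acid list and 9 cardiomyocyte markers were lower and 3 channel genes higher. Without PAH library 2, 5 ventricular markers were.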

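The alpha-1A adrenergic receptor gene *Adra1a* (ENSMUSG00000045875) lies on chromosome 14 of GRCm38 from 66635251 to 66771168. It fell from 17.4 ± 0.734 CPM (SD, n = 4) in control hearts to 7.58 ± 2.05 CPM (SD, n = 4) in PAH hearts, a log2 FC of −1.18 (standard error 0.15, adjusted p = 4.3e-05). Every PAH heart was below every control heart (exact permutation test, two-sided, p = 0.0286, the smallest that 4 hearts against 4 allow), although PAH library 3 stood apart at 10.6 CPM. *Adra1b* and *Adra1d*, the other alpha-1 receptor genes, went from 26.3 ± 7.09 to 16.1 ± 2.23 CPM and from 2.21 ± 0.743 to 1.16 ± 0.475 CPM. Their log2 FCs were −0.69 (standard error 0.17, adjusted p = 0.00514) and −0.89 (standard error 0.33, adjusted p = 0.0436). *Adra2c*, an alpha-2 receptor gene, had a log2 FC of −1.49 (standard error 0.41, adjusted p = 0.0102) at levels under 1 CPM. Of the beta-adrenergic receptor genes, *Adrb1* fell from 16.0 ± 2.19 to 9.98 ± 1.67 CPM with a log2 FC of −0.66 (standard error 0.14, adjusted p = 0.00170). The falls of *Adra1b* and *Adrb1* were near the median log2 FC of the cardiomyocyte markers (−0.56). *Adrb2* was at 3.15 ± 0.523 and 3.13 ± 0.415 CPM, a log2 FC of 0.00 (standard error 0.18, adjusted p = 0.995). *Adrb3*, at 0.239 ± 0.0830 CPM in control hearts, was under the filter on low counts. In all, 5 of 7 measured adrenergic receptor genes were lower and none was higher (6 lower when adjusted over the list alone), and *Adra1a* and *Adra2c* also passed the FC threshold. As a set they had an adjusted p of 0.0123 from camera (adjusted p = 0.244 with an estimated correlation). With limma on log2(RPKM + 0.1), *Adra1a* still passed (log2 FC −0.85, or −0.49 with 1 added in place of 0.1) and no other gene of the list did, with log2 FCs of −0.36 for *Adra1b*, −0.57 for *Adra1d*, −0.66 for *Adra2c* and −0.37 for *Adrb1*. Without control libraries 1 and 2, *Adra1b*, *Adra1d* and *Adra2c* did not pass (log2 FCs −0.32, −0.48 and −1.09), nor did *Adra1d* when control library 1, 2 or 3 or PAH library 1, 3 or 4 was left out (−0.93 to −0.67).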

Interestingly, molecular function mapping of the DEGs revealed a highly significant association with alpha-adrenergic receptor activity. Next, to validate the results obtained using GO analysis, we determined the changes in expression of alpha- and beta-adrenergic receptor genes, including *Adra1a*, *Adra1b*, *Adra1d*, *Adrb1*, *Adrb2*, and *Adrb3* using quantitative reverse transcription–PCR. As expected, the expression of three alpha 1-adrenergic receptor genes, *Adra1a*, *Adra1b*, and *Adra1d*, was significantly decreased in PAH mice as compared to that in pregnant WT mice (Fig. 1, *F*–*H*), but not beta-adrenergic receptor genes (Fig. S1, *A*–*C*), indicating that the alpha 1-adrenergic receptor subtype genes are selectively downregulated.

### Suppression of cardiac Adra1a mRNA expression by increasing Ang II levels in pregnant mice

Both Ang II and ADRA1A receptor pathways play an important role in cardiovascular homeostasis (20, 21). ADRA1A is a member of the G protein-coupled receptor family that activates the phosphatidylinositol-calcium second messenger system (22). However, *Adra1a* mRNA is suppressed by Ang II in cardiomyocytes (23). Moreover, plasma Ang II levels excessively increase in PAH mice during late pregnancy (13). Thus, we focused on the relationship between Ang II and *Adra1a* expression in cardiac hypertrophy and investigated whether elevated Ang II levels regulate *Adra1a* mRNA levels during pregnancy. Ang II was infused into WT mice from day 14 of pregnancy using osmotic pumps, and systolic blood pressure (SBP) and heart weight were found to increase by day 19 of pregnancy (Fig. 2, *A* and *B*). Furthermore, although the expression of other alpha1-subtypes did not change, cardiac *Adra1a* expression was significantly decreased in Ang II-infused pregnant mice (Fig. 2, *C*–*E*).

**Figure 2:**
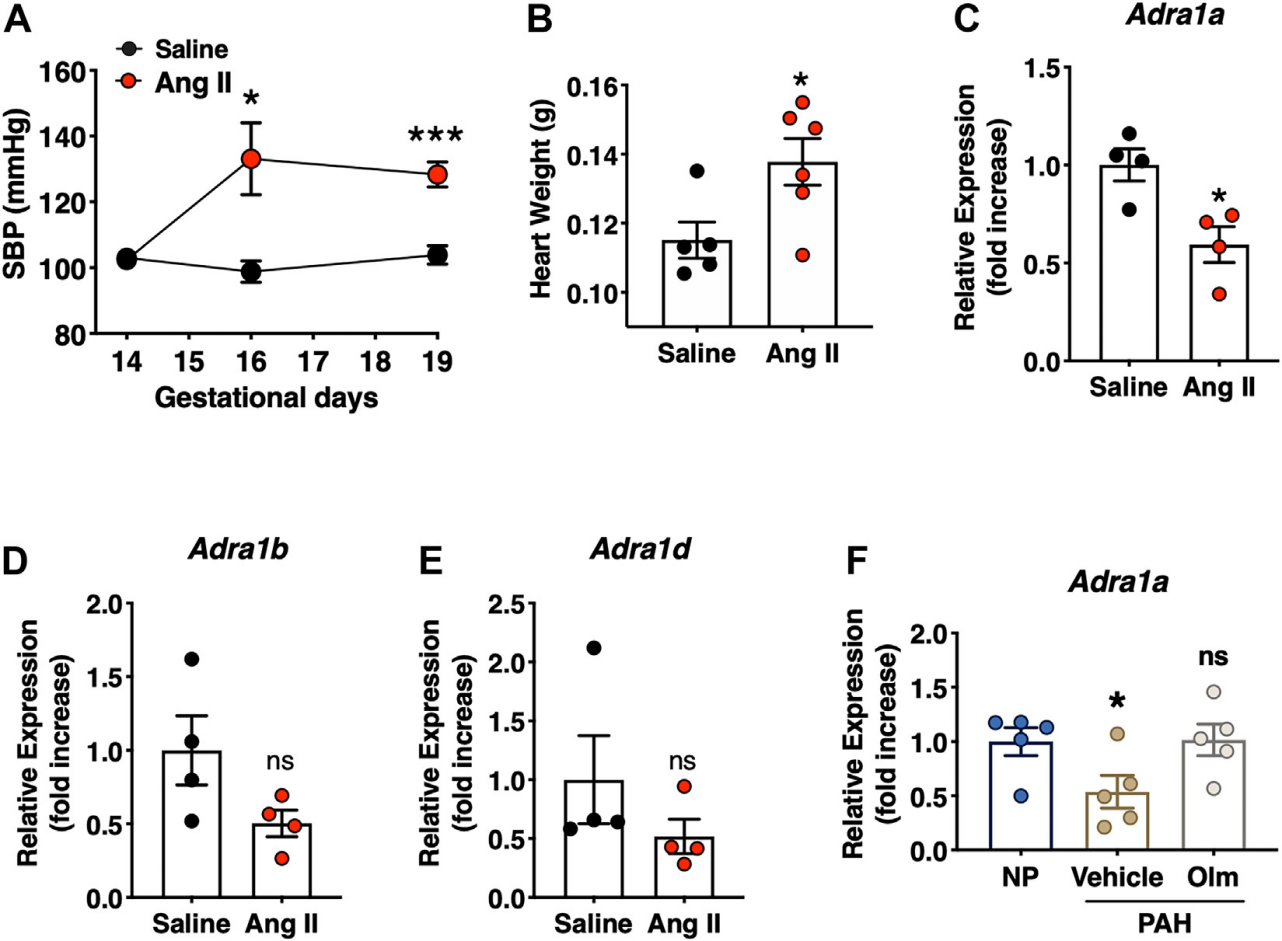
**Downregulated *Adra1a* expression in Ang II-infused pregnant mice.***A*, temporal change in systolic blood pressure of pregnant mice (n = 5 per group) with saline or Ang II (2 mg/kg/day) for 7 days. Results are presented as the mean ± SEM of the number of animals; ∗*p* < 0.05, and ∗∗∗*p* < 0.001 *versus* the saline control group (two-way ANOVA followed by Bonferroni’s post hoc test. *B*, weight of hearts of saline- or Ang II-infused mice on day 19 of pregnancy (n = 5–6 per group). *C–E*, qPCR validation for genes of alpha-adrenergic receptor genes; *Adra1a* (*C*), *Adra1b* (*D*), and *Adra1d* (*E*). *F*, levels of *Adra1a* expression in nonpregnant (NP, hAG expressing females), PAH (P19 PAH), and Olm-treated PAH (Olm PAH) mice at P19 (n = 5 per group). Results are present as the mean ± SEM; ∗*p* < 0.05, and ns (not significant) *versus* saline control group (unpaired *t* test). *Adra1a*, alpha-1A adrenergic receptor; Ang II, angiotensin II; *hAG*, transgenic human angiotensinogen; PAH, pregnancy-associated hypertensive; SBP, systolic blood pressure.

To explore the effect of the Ang II-mediated AT1 receptor pathway on the levels of cardiac *Adra1a* mRNA in pregnant mice, we also examined the expression of *Adra1a* in nonpregnant hAG females, PAH, and RAS pathway-inhibited PAH mice. *Adra1a* mRNA levels were downregulated in the hearts of PAH mice compared to those in the nonpregnant mice, and they were recovered by administration of an AT1 receptor blocker, olmesartan (Fig. 2*F*). Taken together, these results suggest that the Ang II-AT1 receptor pathway modulates *Adra1a* mRNA levels in the hearts of PAH mice.

### Effect of Adra1a levels on cardiac hypertrophy in PAH conditions

To directly elucidate the effect of *Adra1a* expression levels in the hearts of PAH mice, we generated PAH/Adra1a KO (PAH/αKO) mice by mating hRN transgenic male mice with Adra1a-deficient hAG transgenic female mice (Fig. S2). Plasma Ang II levels, water intake, and heart weight of PAH mice were greater than those of WT mice, whereas these parameters were similar between PAH and PAH/αKO mice (Fig. 3, *A*–*C*). In addition, *Adra1a* deletion did not influence cardiac contraction or SBP on day 19 of gestation (Fig. 3, *D* and *E*). In contrast, the HR of the PAH/αKO mice was significantly higher than that of the PAH mice (Fig. 3*F*). These results indicate that *Adra1a* deficiency affects the HR but does not influence cardiac contractility or blood pressure under PAH conditions.

**Figure 3:**
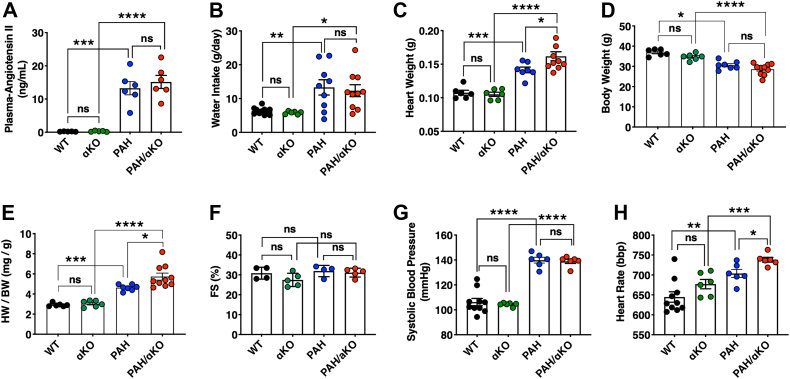
**Effect of *Adra1a* deficiency on cardiac function under PAH conditions.***A–E*, plasma levels of Ang II (*A*), water intake during 24 h (*B*), heart weight (*C*), body weight (*D*), and heart weight to body weight ratio (*E*) in WT, αKO, PAH, and PAH/αKO groups (n = 5–10 per group) at P19. *F–H*, cardiac functions of *Adra1a*-deficient PAH mice. Percentages of the left ventricular fractional shortening (*F*), systolic blood pressure (*G*), and heart rate (*H*) in four groups (n = 4–10 per group) at P19. Results are present as the mean ± SEM of the number of animals; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001, and ns (not significant). Statistical significance was evaluated using one-way analysis of variance using Bonferroni’s multiple comparison test. *Adra1a*, alpha-1A adrenergic receptor; Ang II, angiotensin II; BW, body weight; FS, fractional shortening; HW, heart weight; PAH, pregnancy-associated hypertensive.

We investigated the effect of *Adra1a* deficiency on cardiac morphology in mice with PAH. Macroscopic and histological analyses revealed that compared with PAH mice on gestational day 19, PAH/αKO mice had cardiac hypertrophy and enlarged cardiac chambers (Fig. 4, *A* and *B*), whereas no evident difference was observed in myocardial fibrosis between the two groups (Fig. 4, *C* and *D*). To determine the cause of weight gain and increased HR in PAH/αKO mice, we investigated cardiomyocyte size using wheat germ agglutinin staining. The cross-sectional area of cardiomyocytes was significantly increased in PAH/αKO mice compared with that in PAH mice, although the fibrotic area was unchanged (Fig. 4, *E* and *F*). These data indicate that the downregulation of *Adra1a* expression aggravates cardiac hypertrophy in PAH mice.

**Figure 4:**
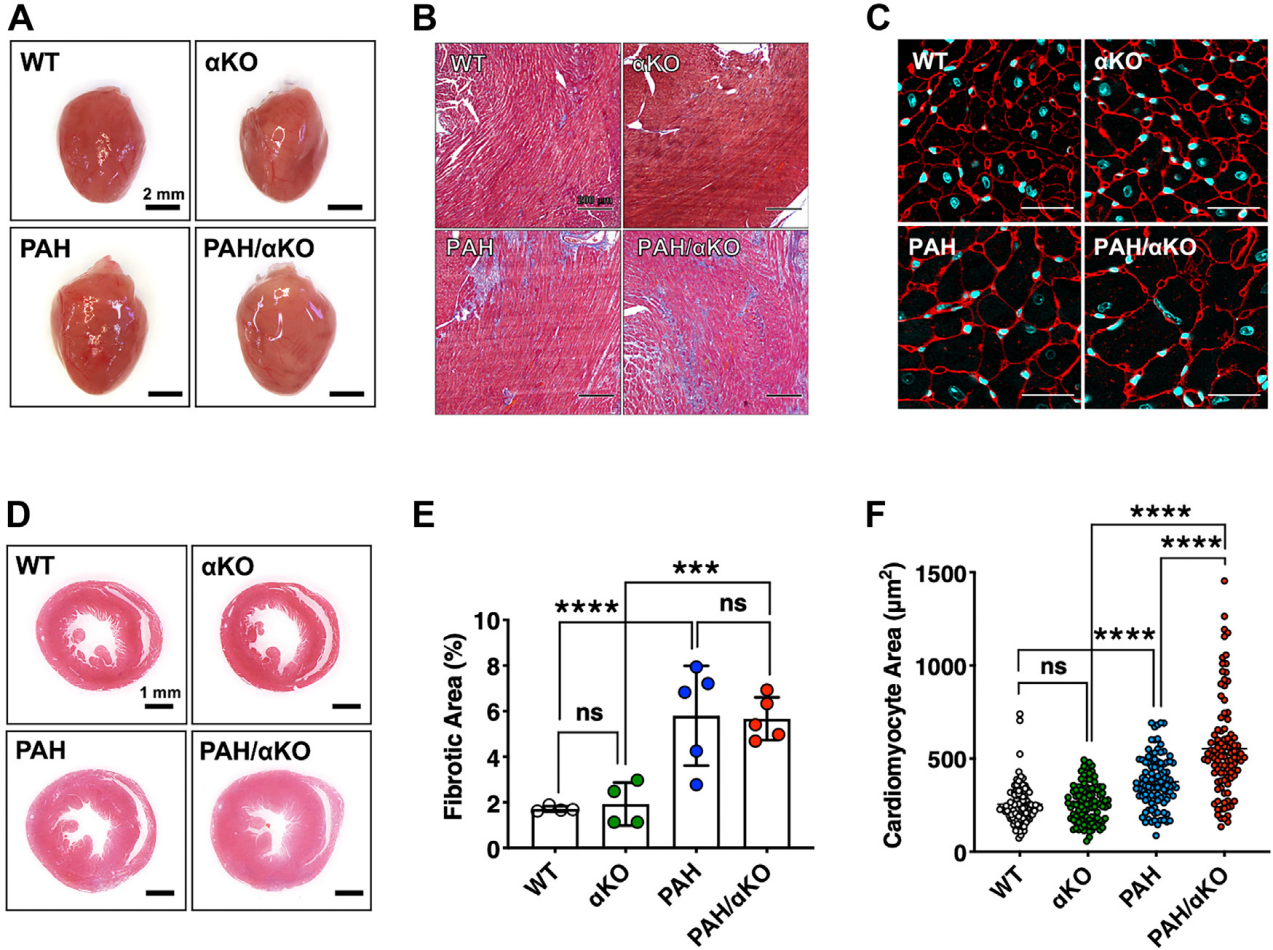
**Effect of *Adra1a* deficiency on cardiac hypertrophy under PAH conditions.***A* and *B*, heart morphology, representative images of the whole hearts (*A*) and H&E staining of sections (*B*) from each group at P19. Scale bars represent 2 mm (*A*) and 200 μm (*B*). *C* and *D*, Masson’s trichrome-stained left ventricular sections for detecting myocardial fibrosis in each group at P19 (*C*), and quantification of fibrotic areas (n = 4–5 per group) (*D*). The scale bars represent 30 μm (*C*) and 1 mm (D). *E* and *F*, representative images of cardiomyocytes in cardiac sections using fluorescently labeled wheat germ agglutinin (*E*), and quantification of cardiomyocyte areas (n = 100 per group) (*F*). Results are present as the mean ± SEM of the number of animals; ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001, and ns (not significant). Statistical significance was evaluated using one-way analysis of variance using Bonferroni’s multiple comparison test. *Adra1a*, alpha-1A adrenergic receptor; PAH, pregnancy-associated hypertensive.

### Identification of cardiac hypertrophy-related genes in PAH/αKO mice

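*Adra1a*, the targeted gene, was at 4.47, 5.07, 5.20 and 5.59 CPM in the 4 PAH/αKO hearts, at 6.37, 6.89, 10.6 and 6.43 CPM in the 4 PAH hearts, and at 18.2, 17.3, 16.5 and 17.5 CPM in the 4 control hearts. The log2 FC from PAH to PAH/αKO hearts was −0.58 (standard error 0.18, unadjusted p = 0.00898, adjusted p = 0.466 from edgeR's quasi-likelihood test). Each PAH/αKO heart was below each PAH heart (exact permutation test, two-sided, p = 0.0286), and the difference did not pass after adjustment over all genes. Without PAH library 3, the highest of its group, the log2 FC was −0.37, and it was −0.36 with the share of structural RNA as a covariate and −0.24 with limma on log2(RPKM + 1). A frameshift need not remove the transcript, so these levels do not check the genotype of a library. The 4 PAH/αKO libraries were made and processed by the authors as those of the PAH group, and PAH/αKO dams carry the edited *Adra1a* allele. The edit was made in eggs of another strain (ICR), so PAH/αKO dams can also differ from PAH dams in strain background. Their exon reads came to 33097653 to 36381381 per PAH/αKO library (median 35523744.5). The same test was run on the 8 PAH/αKO and PAH libraries over 15675 genes. In simulated counts for this pair it recovered 36% of genes changed 1.5-fold, 70% of those changed 2-fold and 98% of those changed 4-fold. Recovery again left out the FC threshold, so these are not rates of calling a DEG. Each gene was drawn independently there, and many were changed, which eases the adjustment. Recovery in the real hearts can therefore be lower. Ribosomal and small structural RNA features, which rRNA depletion and fragment size can affect, took 1.11%, 0.863%, 0.226% and 0.165% of the exon reads of PAH/αKO libraries 1 to 4, and 0.105% to 0.217% of those of PAH libraries. The list also holds the protein-coding gene *Lars2*, so this share is not of structural RNA alone.

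**Figure D2:**
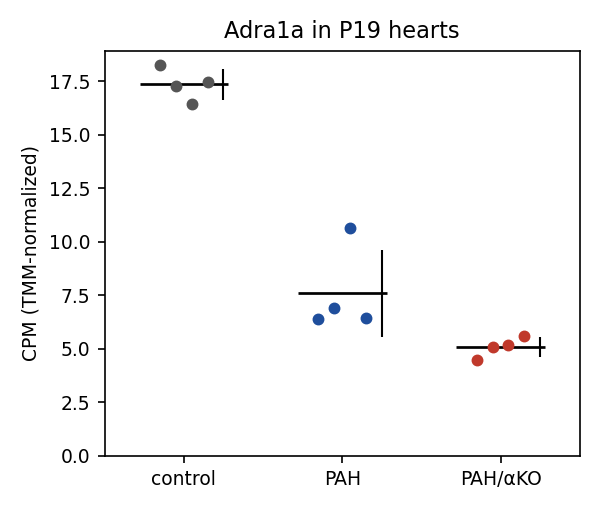
TMM-normalized CPM of Adra1a in control, PAH and PAH/αKO hearts at P19, with points for single hearts, horizontal lines for means and vertical lines for ± 1 SD (n = 4 per group). The control hearts lie between 16.5 and 18.2 CPM, above all PAH and PAH/αKO hearts.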

To further identify the alteration in cardiac mRNA expression in PAH/αKO mice, we performed a comprehensive analysis of transcripts using RNA-seq datasets of PAH and PAH/αKO mice. 

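Macrophage markers lay at 1.95 to 2.49 in PAH hearts, as mean log2 CPM relative to the control mean, and at 1.73, 2.51, 2.31 and 0.76 in PAH/αKO hearts 1 to 4. Cell cycle genes lay at 1.46 to 1.98 in PAH hearts and spread from 1.15 to 2.96 in PAH/αKO hearts. Genes of fatty acid oxidation lay at −0.57 to −0.25 in PAH and −1.20 to −0.70 in PAH/αKO hearts. PC1 of log2 CPM held 27.7% of the variance of these 8 libraries and PC2 22.6%. PAH libraries lay between −97.4 and −6.89 on PC1. PAH/αKO libraries 1 to 4 lay at 69.1, −18.2, −6.02 and 118, so that library 2 fell among the PAH libraries. Neither component separated the groups (exact permutation test, two-sided, p = 0.0571 for PC1 and 0.314 for PC2, where 4 libraries against 4 allow 0.0286).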

The PCA plot showed that PAH/αKO mice were partially separated from the PAH group (Fig. 5*A*). Filtering by FC >2 (FDR *p* < 0.05) was used to identify DEGs. 

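Immediate-early genes, the transcription factors and regulators that respond first to a stimulus, had lower mean levels in PAH/αKO than in PAH hearts. Of 45 measured members, 43 had a negative log2 FC and 17 were lower when adjusted over the list alone. Over all genes none passed with edgeR's quasi-likelihood test, and 6 with DESeq2, 6 with the likelihood ratio test and 6 with no filter on low counts were lower. *Btg2*, an antiproliferative gene, was at 147 ± 64.4 CPM (SD, n = 4) in PAH and 58.0 ± 3.20 CPM (SD, n = 4) in PAH/αKO hearts, a log2 FC of −1.35 (standard error 0.24, unadjusted p = 1.9e-04). *Zfp36*, which encodes an mRNA-decay factor, had a log2 FC of −1.14 (standard error 0.23, unadjusted p = 4.4e-04). CREB target genes, a list that shares members with the former, had 7 of 19 lower when adjusted over the list alone and none over all genes with the quasi-likelihood test (4, 4 and 4 with DESeq2, the likelihood ratio test and no filter). Of 33 PPAR-alpha targets and genes of fatty acid oxidation, 32 had a negative log2 FC, 5 were lower when adjusted over the list alone and none passed over all genes with the quasi-likelihood test, while 2, 4 and 2 were lower with DESeq2, the likelihood ratio test and no filter. Adipocyte markers were lower in mean level too, with 7 of 7 negative (median log2 FC −0.92), 4 lower when adjusted over the list alone, none over all genes with any of these tests and an adjusted p of 8.3e-04 from camera (adjusted p = 0.554 with an estimated correlation). Whether the share of adipose tissue in the samples contributes to the lipid genes was not tested. *Hmgcs2*, the enzyme of ketone body synthesis, was at 33.1 ± 14.7 and 9.24 ± 5.03 CPM, a log2 FC of −1.86 (standard error 0.38, unadjusted p = 5.6e-04). *Ucp3*, a mitochondrial uncoupling protein, was at 35.9 ± 5.63 and 21.3 ± 2.26 CPM, a log2 FC of −0.77 (standard error 0.12, unadjusted p = 7.8e-05). *Pdk4*, a kinase that restrains glucose oxidation, had a log2 FC of −1.45 (standard error 0.37, unadjusted p = 0.00244), and its level in PAH/αKO library 4 (229.6 CPM) lay below the others of its group. All 11 ribosomal and small structural RNA features had a positive log2 FC and 10 were higher when adjusted over the list alone (over all genes 3, 8 and 5 with DESeq2, the likelihood ratio test and no filter and none with the quasi-likelihood test), with *Rn7s1* (7SL RNA, whose genomic copies share reads) at 0.973 ± 1.12 and 36.8 ± 37.5 CPM. The excess differed between PAH/αKO libraries, at 2.47, 2.12, 0.58 and 0.12 on the log2 scale relative to control hearts. Over all 15675 genes, edgeR's quasi-likelihood test called 0 DEGs, with a smallest adjusted p of 0.466. At an unadjusted p under 0.05, 779 genes were higher and 809 lower, where 784 in all are expected by chance. DESeq2 called 6 higher and 13 lower DEGs, edgeR's likelihood ratio test 12 and 15, the quasi-likelihood test with no filter on low counts 4 and 8, and limma on log2(RPKM + 0.1) 0 and 1 (*Mir7005*, named after its value was seen). Of the genes listed in Table S1B, 29 were measured, and 13 were higher and 16 lower when adjusted over the list alone. The study chose that list on these samples, so that count is not independent evidence. The structural RNA, immediate-early, CREB and fatty acid lists hold genes of Table S1B as well, whose values were seen before the lists were written. Their counts and tests are thus partly fixed by the study's own calls on these samples. The immediate-early genes had an adjusted p of 1.9e-12 from camera (adjusted p = 0.554 with an estimated correlation). The CREB targets had an adjusted p of 3.2e-06 from camera (adjusted p = 0.554 with an estimated correlation), the fatty acid list an adjusted p of 1.3e-10 from camera (adjusted p = 0.554 with an estimated correlation) and the structural RNA features an adjusted p of 2.7e-10 from camera (adjusted p = 0.554 with an estimated correlation). None of the 15 lists called in this comparison held with an estimated correlation.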

Based on the above terms, 36 DEGs (19 upregulated and 17 downregulated) were identified in PAH/αKO mice (Fig. 5, *B* and *C* and Table S1). Subsequently, to determine the correlation between gene expression and *Adra1a* deficiency under PAH conditions, we compared 2151 DEGs (1604 upregulated and 574 downregulated DEGs in PAH *versus* control groups) with the above 36 DEGs in PAH/αKO *versus* PAH groups. The Venn diagram for this comparison showed that *Btg2*, *Fos*, *Egr1*, *Ccn1*, *Npcd*, *Atf3*, *Cxcl13*, *Fetub*, *Gm20186*, and *Gm8237* overlapped between the upregulated DEGs of the PAH *versus* control groups and the downregulated DEGs of the PAH/αKO *versus* PAH groups (Fig. 5*D*). 

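*Atf3*, a stress-induced transcription factor, was at 8.61 ± 1.19 CPM in control, 35.3 ± 10.6 CPM in PAH and 16.4 ± 4.12 CPM in PAH/αKO hearts (SD, n = 4 each). Its log2 FC was 2.05 (standard error 0.20, adjusted p = 4.1e-06) from control to PAH hearts and −1.12 (standard error 0.23, adjusted p = 0.466) from PAH to PAH/αKO hearts. *Fos* and *Egr1*, transcription factors of the immediate-early response, were at 14.8 ± 10.6, 44.9 ± 28.9 and 12.9 ± 0.993 CPM and at 37.2 ± 27.6, 141 ± 99.3 and 35.9 ± 4.20 CPM in the 3 groups. In PAH hearts they rose over control hearts with log2 FCs of 1.61 (standard error 0.50, adjusted p = 0.0195) and 1.94 (standard error 0.56, adjusted p = 0.0130). From PAH to PAH/αKO hearts the log2 FCs were −1.81 for *Fos* and −1.99 for *Egr1*. The pair of log2 FCs, from control to PAH and from PAH to PAH/αKO hearts, was 1.50 and −1.35 for *Btg2*, 1.69 and −1.38 for *Ccn1*, which encodes a secreted matricellular protein, 2.02 and −1.78 for the chemokine *Cxcl13*, 2.00 and −1.27 for *Fetub* (fetuin B, with PAH library 3 at 4.55 CPM above the others) and 1.23 and −1.26 for *Gm20186*. *Npcd* is a readthrough transcript over the neighbouring *Nptxr* and *Cbx6*, so that the counting can divide reads between them. It had 5, 0, 0 and 0 counts in control libraries 1 to 4, 7, 17, 23 and 27 in PAH libraries and 0, 0, 0 and 0 in PAH/αKO libraries. *Gm8237* had 7, 2, 4 and 1 counts in control, 22, 14, 10 and 9 in PAH and 0, 6, 0 and 0 in PAH/αKO libraries, and the filter on low counts left out both genes. Of 45 immediate-early genes, 34 were higher in PAH than in control hearts and none was lower (34 higher when adjusted over the list alone), and of 19 CREB target genes 11 were higher and 3 lower, *Ppargc1a*, *Rgs2* and *Pde4d* (11 and 3 when adjusted over the list alone). The immediate-early genes had an adjusted p of 1.9e-07 from camera (adjusted p = 0.244 with an estimated correlation) in this comparison, and the CREB targets an adjusted p of 0.0972 from camera (adjusted p = 0.604 with an estimated correlation). By edgeR's quasi-likelihood test, 0 of 15372 genes tested in both comparisons were an upregulated DEG in PAH and a downregulated DEG in PAH/αKO hearts. DESeq2 and edgeR's likelihood ratio test each gave 8, which were the 8 genes described before *Npcd*. The quasi-likelihood test with no filter on low counts gave 6 (*Atf3*, *Btg2*, *Ccn1*, *Egr1*, *Fos* and *Npcd*), and limma on log2(RPKM + 0.1) or on log2(RPKM + 1) gave 0. With an unadjusted p under 0.05 in the second comparison, a threshold chosen after the data were seen, the count was 26, where independent lists share 7.03. Both comparisons use the same PAH libraries, and with these split 2 and 2 it was 8 to 24 (median 13.5) in the 6 ways, with fewer libraries per group. In 100 simulations that keep the difference between control and PAH hearts and have none between PAH and PAH/αKO hearts, a test added after the data were seen, it was 6 to 22 (mean 13.0). These draw each gene independently, which can understate the spread. The genes lower in PAH/αKO hearts at that threshold were 79, against 20 to 55 (mean 37.3) simulated, and the overlap was 32.9% of them, against a mean of 34.9% (14.0 to 58.8%). Without PAH library 2, *Fos* and *Egr1* did not pass in PAH against control hearts (log2 FCs 1.08 and 1.37), nor did *Fos* without control library 4 (1.41) and both without control libraries 3 and 4 (0.95 and 1.24). From its overlap the paper takes up *Btg2*, *Egr1*, *Fos* and *Atf3*, and states from earlier work that lower expression of these genes enhances hypertrophy of cardiomyocytes.

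**Figure D3:**
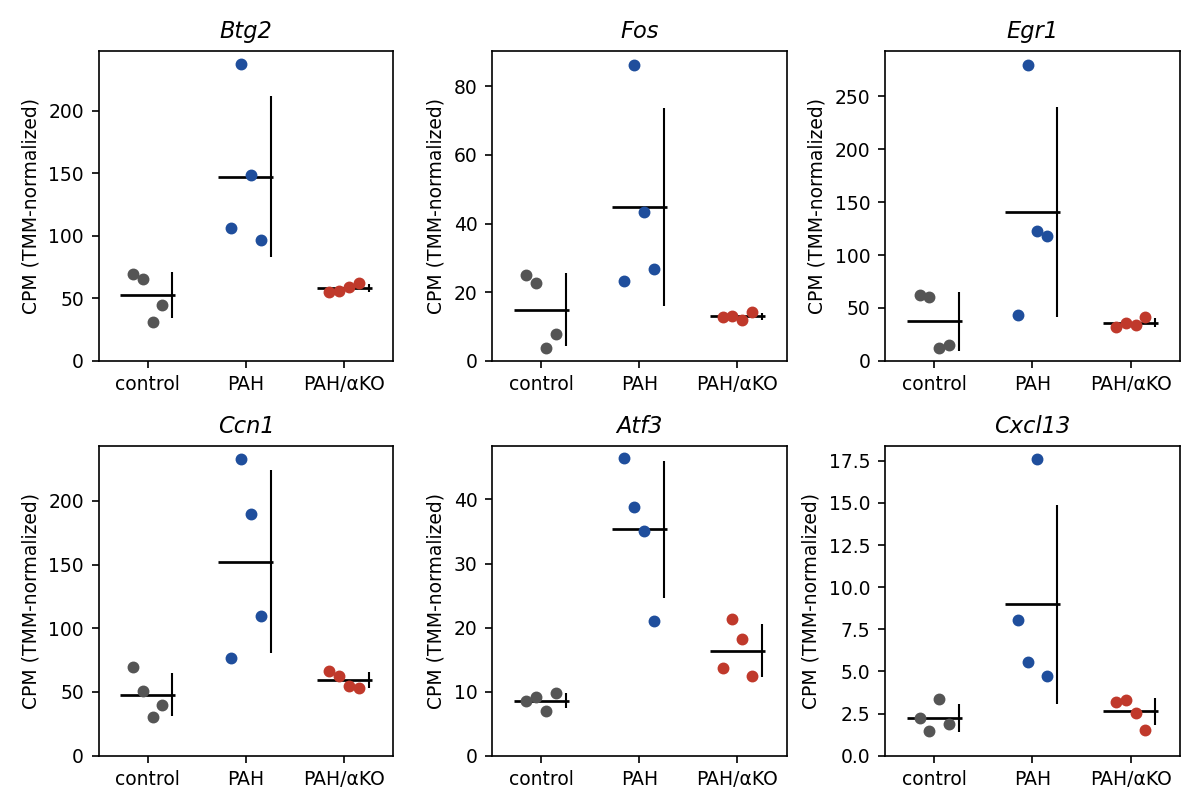
TMM-normalized CPM of Btg2, Fos, Egr1, Ccn1, Atf3 and Cxcl13 in control, PAH and PAH/αKO hearts, with points for single hearts in the order of replicates 1 to 4, horizontal lines for means and vertical lines for ± 1 SD (n = 4 per group). The PAH hearts spread widely, as Egr1 shows with 43.3 CPM in PAH heart 1 and 279.6 CPM in PAH heart 2.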

Notably, downregulation of *Btg2*, *Egr1*, *Fos*, or *Atf3* enhances cardiomyocyte hypertrophy (24, 25, 26, 27). Based on the results of the above comprehensive analysis, we also verified the FCs in the expression of the four cardiac hypertrophy-related genes using quantitative reverse transcription–PCR. Compared with PAH mice, the expression of these genes was significantly reduced in the hearts of PAH/αKO mice, Figure 5, *E*–*H*.

**Figure 5:**
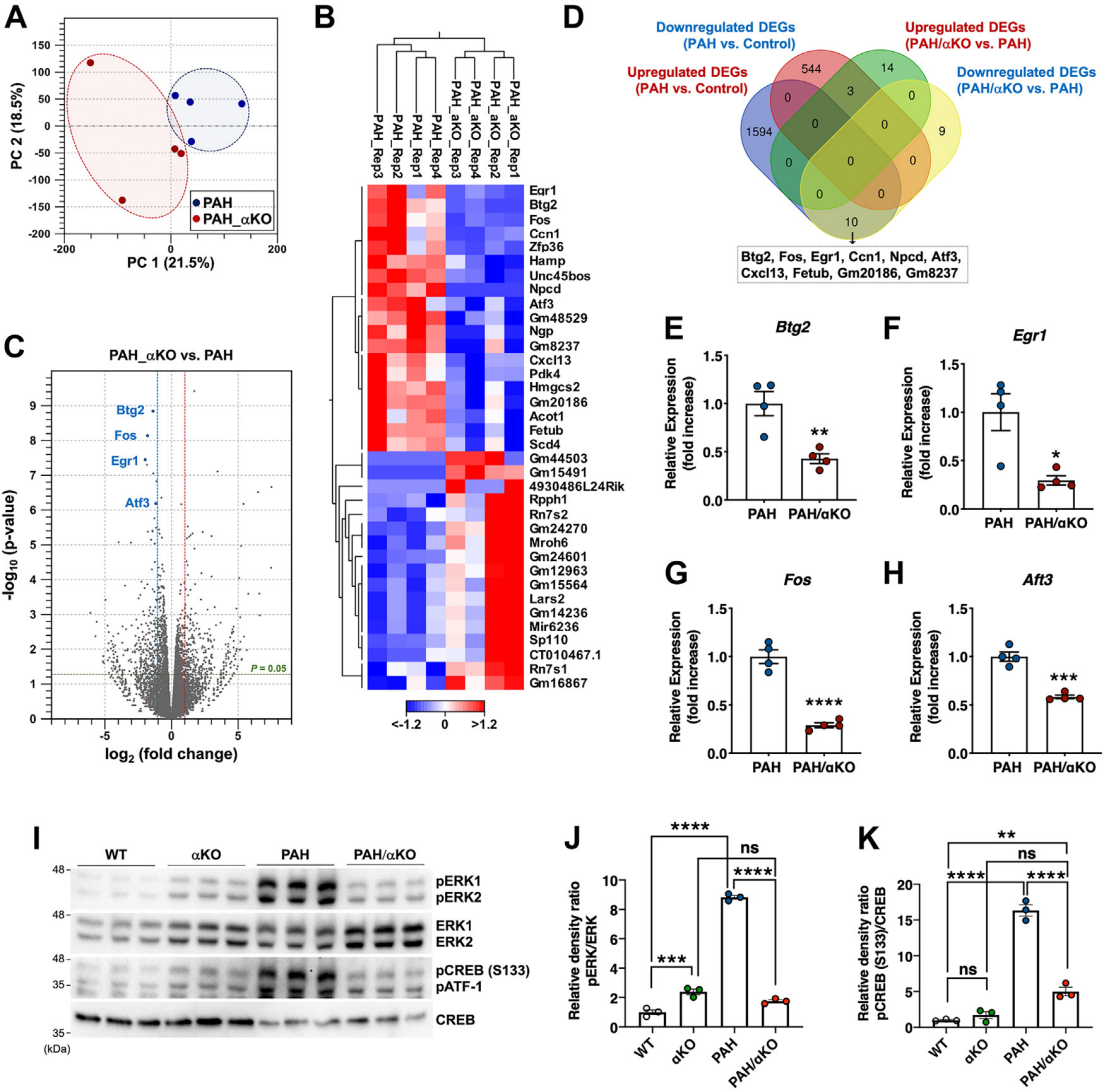
**Comprehensive analysis of transcriptome between PAH/αKO and PAH mice.***A*, PCA of RNA-seq data. PC1 (x-axis) and PC2 (y-axis) represent 21.5% and 18.5% of the total variation, respectively. *B* and *C*, hierarchical clustering (*B*) and volcano plot (*C*) analyses showing 36 DEGs between PAH/αKO and PAH groups. *D*, Venn diagram showing the overlap of DEGs among control, PAH, and PAH/αKO groups. Overlapped transcripts between the upregulated DEGs of PAH *versus* control groups and the downregulated DEGs of PAH/αKO *versus* PAH groups are highlighted in the box. *E–H*, expression levels of *Btg2* (*E*), *Egr1* (*F*), *Fos* (*G*), and *Atf3* (*H*) in the hearts of PAH and PAH/αKO mice (n = 4 per group). Results are presented as the mean ± SEM; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001 *versus* control group (unpaired *t* test). *I*, representative Western blot of phospho-ERK1/2 and phospho-CREB in hearts of WT, αKO, PAH and PAH/αKO groups (n = 3 per group). Total ERK1/2 or CREB expression was used as a control. *J*, phospho-ERK1/2 signals were normalized with total ERK1/2 signals. *K*, phospho-CREB signals were normalized with total CREB signals. Results are present as the mean ± SEM of the number of animals; ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001, and ns (not significant). Statistical significance was evaluated using one-way analysis of variance using Bonferroni’s multiple comparison test. DEGs, differentially expressed genes; PAH, pregnancy-associated hypertensive; PCA, principal component analysis; RNA-seq, RNA-sequencing.

*Btg2*, *Egr1*, *Fos*, and *Atf3* are transcribed by activating the transcription factor cAMP response element-binding protein (CREB) (28). CREB is activated by extracellular signal-regulated kinase (ERK)1/2 *via* phosphorylation at serine 133 (29). ERK activation is driven by ADRA1A signaling in cardiomyocytes (30). Thus, to evaluate whether changes in *Adra1a* expression affect the activation of ERK and CREB under PAH conditions, the phosphorylation levels of ERK1/2 and CREB were determined in the hearts of PAH and PAH/αKO mice using Western blot analyses. The results demonstrated that phosphorylation levels of ERK1/2 and CREB were markedly decreased in the *Adra1a*-deficient conditions as compared with those seen in PAH mice (Fig. 5*I*). Taken together, these data indicate that ERK1/2 and CREB are potential players downstream of ADRA1A signaling in the hearts of PAH mice and that expression levels of *Btg2*, *Egr1*, *Fos*, and *Atf3* are reduced *via* Ang II-mediated downregulation of *Adra1a* in PAH conditions.

## Discussion

Pregnancy is a dynamic process linked to significant physiological changes in the cardiovascular system. For example, plasma volume and cardiac output increase by 40 to 50% during pregnancy as compared to those in nonpregnant females. These changes are necessary to ensure a continuous supply of essential nutrients and oxygen to the developing fetus (31). Pressure overload in the heart causes physiological cardiac hypertrophy in pregnant women, which is not accompanied by cardiac injury, and returns to prepregnancy levels following delivery (32, 33). In contrast, pathological conditions such as HDP are characterized by fibrosis, apoptosis, and cardiac hypertrophy, which might progress to heart failure (34, 35). However, the detailed molecular mechanisms and factors involved in hypertrophic progression of the heart in HDP are not yet elucidated.

We previously generated PAH model that exhibited pathological cardiac hypertrophy during late gestation (13, 16). Herein, we attempted to understand the molecular mechanisms underlying the pathogenesis of cardiac hypertrophy using mice as an HDP model. Transcriptome analysis of hearts in PAH conditions showed an increase in transcript numbers of fibrosis-, extracellular matrix-, and inflammation-associated genes driven by the RAS pathway and transition to pathological cardiac hypertrophy in late gestation (Fig. 1*D* and Table S1). In contrast to the upregulated genes, excessively increased Ang II levels caused a significant decrease in *Adra1a* expression in hypertensive pregnancy, which enhanced cardiac hypertrophy (Figs. 2*C* and 4, *A*, *B*, and *E*). Furthermore, the downregulation of *Adra1a* mRNA levels in the heart of PAH mice was recovered by the administration of an AT1 receptor blocker (Fig. 2*F*). Notably, Ang II-induced cardiac hypertrophy was significantly increased by *Adra1a* deficiency during pregnancy (Fig. S3). Alpha-1 adrenergic receptors (ADRA1s) are mediators of pathological hypertrophy in most models. However, activation of ADRA1A by highly selective agonists protects against cardiotoxicity and heart failure in animal models such as doxorubicin- and bleomycin-stimulated mice (36, 37). Moreover, ADRA1A overexpression in mice enhanced cardiac contractility but not hypertrophy (38). Therefore, our results suggest that the RAS pathway-derived ADRA1A regulatory pathway is involved in pathological cardiac hypertrophy during pregnancy.

RNA-seq analysis revealed that only 36 genes (19 upregulated and 17 downregulated) were differentially expressed between the heart tissues of PAH and PAH/αKO mice (Fig. 5, *B* and *C* and Table S1). Interestingly, we identified four genes, *Btg2*, *Egr1*, *Fos*, and *Atf3*, associated with cardiac hypertrophy, in overlapping DEGs between the upregulated DEGs in PAH *versus* control groups and the downregulated DEGs in PAH/αKO *versus* PAH groups (Fig. 5*D*). B-cell translocation gene 2 (*BTG2*) negatively regulates cardiac hypertrophy by decreasing the accumulation of cytosolic RNA (24), and increasing protein synthesis and proteolysis rate are primarily seen as a mechanism during cardiomyocyte hypertrophy (39). Moreover, in neonatal cardiomyocytes, Ang II or norepinephrine-activated ADRA1s induce the expression of *Egr1*, which encodes the transcription factor EGR1 (40). EGR1 negatively regulates the expression of cardiac sodium calcium exchanger-1 (25). Sodium calcium exchanger-1 downregulation aggravates various cardiac diseases, such as heart failure and ischemia, while its upregulation causes arrhythmias (41, 42, 43). In fact, *Egr1*-deficient mice show exacerbated catecholamine-induced cardiac damage compared with similarly treated WT mice (25). In addition, *Egr1* and the proto-oncogene *Fos* are significantly downregulated in myocardia with hypertrophic obstructive cardiomyopathy compared to those in the control group (26). Finally, mice deficient in *Atf3* which encodes transcription factor 3 (ATF3), a partner protein of FOS (44, 45), exhibited fibrosis and cardiac hypertrophy in response to pressure overload, suggesting an important transcriptional role for *Atf3* in the cardiovascular system (27). Taken together, the above studies suggest a relationship between a decrease in *Btg2*, *Egr1*, *Fos*, and *Atf3* expression levels and enhanced cardiac hypertrophy in PAH/αKO hearts compared to PAH conditions.

We found that Ang II repressed the expression of *Adra1a* mRNA in PAH mice. Moreover, downregulation of *Adra1a* expression or its reduced activity may be responsible for cardiac hypertrophy and heart failure in mice that develop hypertension due to increased Ang II during pregnancy. Although further experiments are necessary to determine the molecular mechanism by which the Ang II-mediated RAS pathway regulates *Adra1a* mRNA levels, our data showed that Ang II suppressed *Adra1a* mRNA levels under PAH conditions resulting in a decrease in ERK1/2 activity (Figs. 1*F*, 2C, and 5I). ERK1/2 is an upstream activator of CREB, which is a transcription factor for *Btg2*, *Egr1*, *Fos*, and *Atf3*.

Here, we show that *Adra1a* deficiency in PAH/αKO mice causes higher HRs than in PAH mice, Figure 3*H*. Moreover, PAH/αKO mice exhibited the cross-sectional area of cardiomyocytes that was significantly increased in PAH/αKO mice compared with that in PAH mice (Fig. 4*F*). However, it is currently unclear regarding the relationship between increased cross-sectional area of cardiomyocytes and elevated HR. It has been thought that there is no direct link between increased cross-sectional area of cardiomyocytes and elevated HR, because these two phenotypes can be influenced by multiple mechanisms, such as activated RAS system or adrenergic receptors with catecholamines. On the other hand, Ang II directly increases HRs and the cross-sectional area of cardiomyocytes in animal models (46, 47), and it is also reported that the HR of *Adra1a*-deficient mice is slightly (not significantly) higher than that of WT mice (48). Furthermore, it is suggested that ADRA1s in cardiomyocytes show a variety of beneficial cardiac effects, including physiological hypertrophy, protection from apoptosis, and increased contractility (49). Therefore, it may be possible that elevated HR and increased cross-sectional area of cardiomyocytes in hearts of PAH/αKO mice are higher than that of control or PAH mice, as a synergistic effect.

Use of RAS pathway targeting drugs (such as ACE inhibitors and ARBs) to treat HDP during first trimester is worrisome because of the risk of congenital malformations (50). Moreover, the use of a nonselective Adra1 antagonist for treating hypertension or prostate disease is concerning owing to significant adverse side effects, such as increased risk of heart failure (51). The effects of selective Adra1a antagonists on cardiac disease with RAS hyperactivity have yet to be reported. Therefore, the present study provides new insights into pathological cardiac hypertrophy in pregnant women.

## Experimental procedures

### Antibodies

Anti-phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) antibody (#9101), anti-phospho-CREB (Ser133) (87G3, #9198), anti-CREB (D76D11, #4820), and anti-GAPDH antibody (D1611, #5174) were purchased from Cell Signaling Technology Inc Anti-ERK1+ERK2 antibody (EPR17526, ab184699) was purchased from Abcam plc.

### Animals

All animal experiments were approved by the Institutional Animal Experiment Committee of the University of Tsukuba. All experiments were performed in accordance with the Regulation of Animal Experiments of the University of Tsukuba and the Fundamental Guidelines for Proper Conduct of Animal Experiments and Related Activities in Academic Research Institutions under the jurisdiction of the Ministry of Education, Culture, Sports, Science, and Technology of Japan. Mice were maintained in the Life Science Center for Survival Dynamics, Tsukuba Advanced Research Alliance-SPF space, at 22 °C, with humidity of 40 to 60%, and 12 h light-dark cycle. All mice had free access to commercial chow (MF diet; Oriental Yeast Co, Ltd). Food and drinking water were provided ad libitum throughout the experiment.

To develop PAH mice, hAG-expressing females were crossed with hRN-expressing males (13). The day of mating was defined as day zero of pregnancy (P0). PAH mice were orally administered olmesartan (15 mg/l; kindly gifted by Daiichi Sankyo) from P13 to P19.

Ang II-infused pregnant mice and WT female and male mice (C57BL/6J) at 10 to 12 weeks of age were purchased from Japan CLEA Co. After the day of mating, pregnant mice were administered Ang II (4001, Peptide Institute Inc) (2 mg/mouse body weight [kg]/day) using an osmotic pump (1002, Alzet) for 6 days. The control mice were infused with saline using an osmotic pump.

To generate PAH/αKO mice, *Adra1a* deficiency was induced by a frameshift mutation close to the start codon of Adra1a in the hAG-overexpressing strain. Specifically, Adra1a-specific guide oligonucleotides were annealed and inserted into the *Bbs*I-digested CRISPR-Cas9 pX330 vector (42230, Addgene). The constructs were microinjected into the pronuclei of fertilized oocytes of ICR strain female mice (Charles River Laboratories Japan) and were then transferred into pseudopregnant ICR mice to obtain the initial generation of genome-edited mice. These mice were backcrossed twice with the C57BL/6J strain (Charles River Laboratories) and mated with the hAG strains. Finally, *Adra1a*-deficient hAG females with an indel mutation (1-base insertion) close to the start codon of *Adra1a* were generated (Fig. S2). 

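The guide GCCGATGACAGGCCACCGAG of Table S2 matched the transcript Adra1a-201 at 1 place, on chromosome 14 of GRCm38 from 66637724 to 66637743, on the strand opposite to the gene. The reference around it, on the strand of the gene, is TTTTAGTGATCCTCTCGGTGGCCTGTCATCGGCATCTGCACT (66637711 to 66637752), and the guide is followed by the PAM AGG. This site is in the coding part of exon 2 of 4, 146 bases after the first base of the start codon at 66637578. Fig. S2 draws 2 bases of the reference as deleted and 3 as added, a net gain of 1 base, starting at position 66637726 in codon 50. Read in the shifted frame, the reference transcript then meets its first stop at codon 87, where the reference protein has 466 amino acids. The coordinates come from matching the guide to the GENCODE transcripts of GRCm38. No sequence of the edited mice was analysed here.

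**Figure D4:**
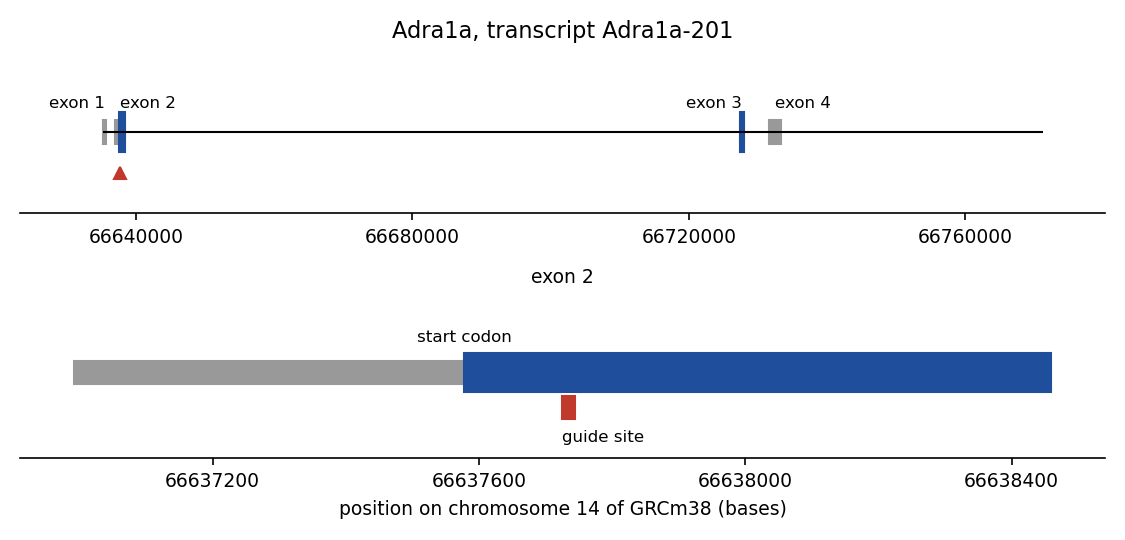
Map of Adra1a on chromosome 14 of GRCm38, with the whole gene above and exon 2 below, and positions in bases along the axes. Gray boxes are untranslated and blue boxes coding parts of exons of transcript Adra1a-201 and the black line is the gene; the red marks are the guide site, which lies 146 bases after the start codon in exon 2.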

PAH/αKO mice were generated by mating hRN male mice with hAG/α1A-AR-KO female mice. Oligonucleotide sequences are listed in Table S2.

### RNA preparation and RNA-sequencing

On day 19 of gestation, the hearts of pregnant mice were removed and flash-frozen in liquid nitrogen. Frozen heart tissues were homogenized using a multi-bead shocker (Yasui Kikai). Total RNA was extracted using ISOGEN II reagent (#311-07361, Nippon Gene), according to the manufacturer’s instructions.

Approximately 500 ng of total RNA were ribosomal RNA-depleted using the NEBNext rRNA Depletion Kit (E6310, New England Biolabs) and converted to an Illumina sequencing library using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (E7420, New England Biolabs). The libraries were validated using a Bioanalyzer (Agilent Technologies) and sequenced using NextSeq 500 (Illumina) with the paired-end 36-base read option. Reads were mapped to the mm10 mouse reference genome and quantified using CLC Genomics Workbench (QIAGEN). RNA-seq datasets were deposited in the NCBI Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo; accession number: GSE140948).

### Identification of DEGs

Reads were mapped onto the GRCm38 (mm10) mouse reference genome, and the expression patterns of transcripts were estimated between sample groups. The read counts were normalized by calculating the number of reads per kilobase per million reads for each transcript in individual samples using CLC Genomics Workbench software (version 12.0, QIAGEN). DEGs were identified using the FC (−2 to +2) filtering analysis and FDR *p* < 0.05. Then, a comparison of distinct gene expressions was visualized using the PCA plot and clustering heat map analyses. Volcano plots were used to visualize the significance of changes in gene expression between the −log_10_ *p*-value and log_2_ FC.

### Functional enrichment analysis

The web-based Enrichr suite (http://amp.pharm.mssm.edu/Enrichr) (19) was used to assign GO and KEGG pathway enrichment of DEGs between sample groups.

### Quantitative real-time PCR analysis

Total RNA from the heart tissues was quantified using a NanoDrop spectrophotometer (NanoDrop 2000, Thermo Fisher Scientific). Complementary DNA was synthesized using a QuantiTect Reverse Transcription Kit (205311, QIAGEN).

Quantitative real-time PCR was performed using a Thermal Cycler Dice and SYBR Premix Ex Taq II (RR820S, TaKaRa Bio Inc). All reactions were performed in duplicate. The PCR conditions used were as follows: one cycle for 30 s at 95 °C, followed by 40 cycles of 95 °C for 5 s, 60 °C for 30 s, followed by 95 °C for 15 s and 60 °C for 30 s, and finally one cycle for 15 s at 95 °C. Data were normalized to *Gapdh* mRNA levels and the ΔΔ*C*_t_ method was used for all comparative analyses. The primer sequences are shown in Table S3.

### Measurement of cardiac function, blood pressure, and HR

Left ventricular fractional shortening (FS) was measured by echocardiography (Vevo 2100 High-Resolution Imaging System, Visual Sonics Inc). FS percentages were calculated using the left ventricle internal diameter at end-diastole (LVIDd) and end-systole (LVIDs) using the following formula:

$$FS\left(\%\right)=\left(\frac{LVIDd-LVIDs}{LVIDd}\right)*100$$

SBP and HR were measured with a programmable sphygmomanometer (BP98A, Softron) using the tail-cuff method, as described previously (52). Before pregnancy, all mice were habituated to the measurements thrice.

### Enzyme-linked immunosorbent assay for measuring Ang II

Blood from the inferior vena cava of the mice was collected using a 27-gauge needle (NN-2719S, Terumo Co) with a 1 ml syringe (SS-01T, Terumo Co). Plasma was collected by centrifugation and stored at −80 °C. Ang II levels in the plasma were measured using an Angiotensin II ELISA Kit (ADI-900-204, Enzo Life Sciences).

### Histological analysis

Heart tissue samples were harvested and fixed in 10% formalin neutral buffer solution (062-01661, FUJIFILM Wako Pure Chemicals Corp) at 4 °C for 24 h. After dehydration, the fixed samples were embedded in paraffin. The samples were sectioned into 5 μm thickness using a rotary microtome (HM340E, Microm International GmBH) and stained with hematoxylin-eosin (H&E) using a standard laboratory protocol. For the evaluation of cardiac fibrosis, sections were stained with Masson’s trichrome stain, as described previously (53). Images were acquired using an SZ61 microscope (Olympus Life Sciences, [Evident]) or BX53 microscope (Olympus) with a DP21 digital camera (Olympus).

To measure the cross-sectional areas of cardiomyocytes, 3 μm thick heart tissue sections were deparaffinized, and the plasma membrane and nuclei were stained with CF594-conjugated wheat germ agglutinin (29023, Biotium) and Hoechst 33258 (H341, Dojindo Molecular Technologies Inc), respectively. Fluorescence images were obtained using a confocal laser-scanning microscope (Fluoview FV10i, Olympus), and staining was quantified using an image analysis ImageJ software (https://imagej.nih.gov/ij/).

### Western blotting

Frozen heart tissue was ground, and the powder was resuspended in a lysis buffer (20 mM Tris-HCl (pH 7.4) 150 mM NaCl, 5 mM EDTA, pH 8.0, 1% Nonidet P-40, 5% glycerol, 1× protease inhibitor cocktail [Nacalai Tesque Inc], and 1× phosphatase inhibitor cocktail [Nacalai Tesque]) and were lysed using a bath-type sonicator (Bioruptor UCD-250, Cosmo Bio Co Ltd). The samples were then incubated on ice for 10 min. After centrifugation at 14,000 rpm at 4 °C for 10 min, the concentration of total proteins in the supernatant was determined using the Bradford assay with Bio-Rad protein assay dye reagent concentrate (Bio-Rad Laboratories). The lysates were mixed with Laemmli sample buffer containing 100 mM DTT. Heat-denatured samples were resolved by 10% SDS-PAGE and then were transferred onto an Immobilon-P membrane (MilliporeSigma). Membranes were blocked for 45 min at room temperature with 5% skimmed milk in 1× Tris-buffered saline and Tween 20 buffer. Blots were incubated with the appropriate primary antibodies at 4 °C overnight and with secondary antibodies at room temperature for 45 min. After washing with 1× Tris-buffered saline and Tween 20 buffer, chemiluminescent signals were developed using SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific) and then detected by exposure to X-ray film (FUJIFILM).

### Statistical analysis

All statistical analyses were performed using GraphPad Prism 8 (GraphPad Software for Macintosh). Data are expressed as mean ± standard error of the mean (SEM). Statistical significance was determined at the ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001 levels using an unpaired *t* test for comparisons between two groups. For multiple comparisons, we used one-way analysis of variance with Bonferroni’s multiple comparison test or two-way analysis of variance followed by Bonferroni’s post-hoc test.

## Data availability

All data are available in this paper. All RNA-seq datasets were deposited in the NCBI Gene Expression Omnibus (GEO) database (www.ncbi.nlm.nih.gov/geo; accession number: GSE140948).

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Increased angiotensin II coupled with decreased Adra1a expression enhances cardiac hypertrophy in pregnancy-associated hypertensive mice
**Source:** J Biol Chem. 2023 Feb 2;299(3):102964. doi: 10.1016/j.jbc.2023.102964
**Supplement:** Supporting Figures S1–S3 and Tables S2–S3

Supporting information

Increased angiotensin II coupled with decreased *Adra1a* expression enhances cardiac hypertrophy in pregnancy-associated hypertensive mice.

Jun-Dal Kim*, Chulwon Kwon, Kanako Nakamura, Naoto Muromachi, Haruka Mori, Shin-ichi Muroi, Yasunari Yamada, Hodaka Saito, Yoshimi Nakagawa and Akiyoshi Fukamizu*

*For correspondence: Jun-Dal Kim, ; Akiyoshi Fukamizu, .

Figure S1 to S3

Table S1 to S3

Supporting information

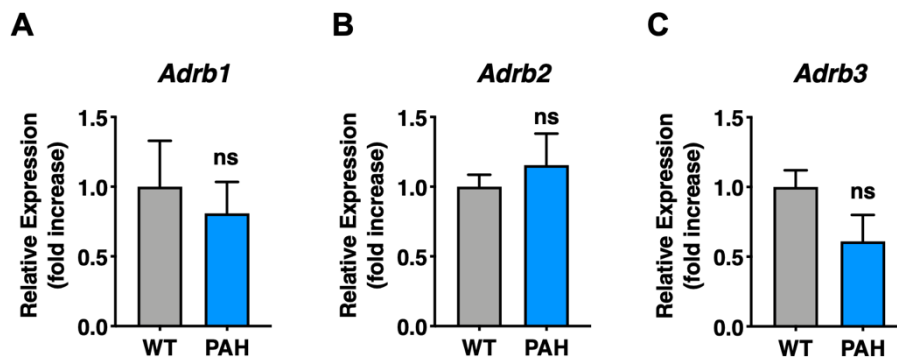

Figure S1. Quantitative real-time PCR validation for the cardiac *Adrbs* genes between WT and PAH mice. *Adrb1* (A), *Adrb2* (B), and *Adrb3* (C). Results are presented as the mean $\pm$ SEM of $n = 4$; ns (not significant) vs. control (WT) group (unpaired Student's *t*-test).

Supporting information

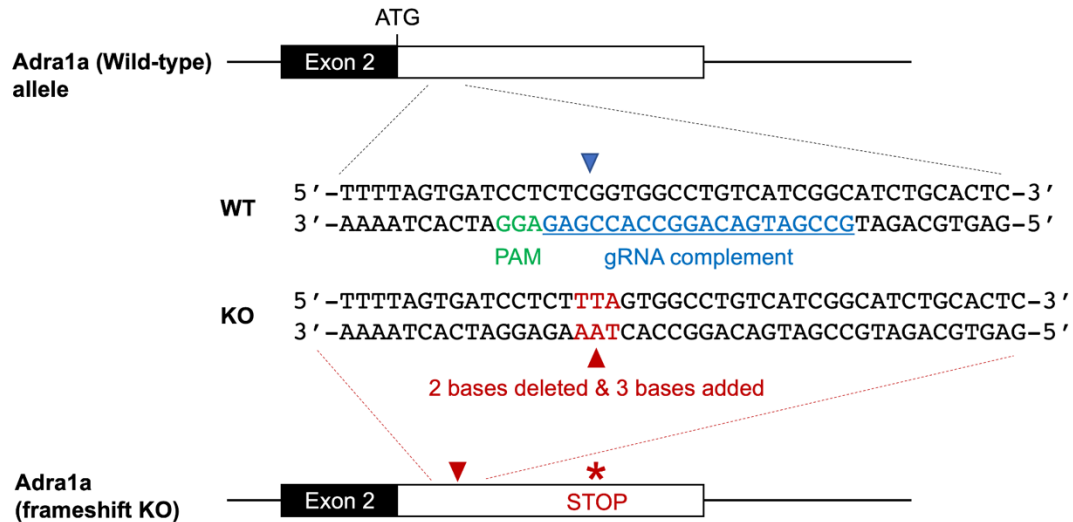

Pregnancy-associated hypertensive (PAH) mice

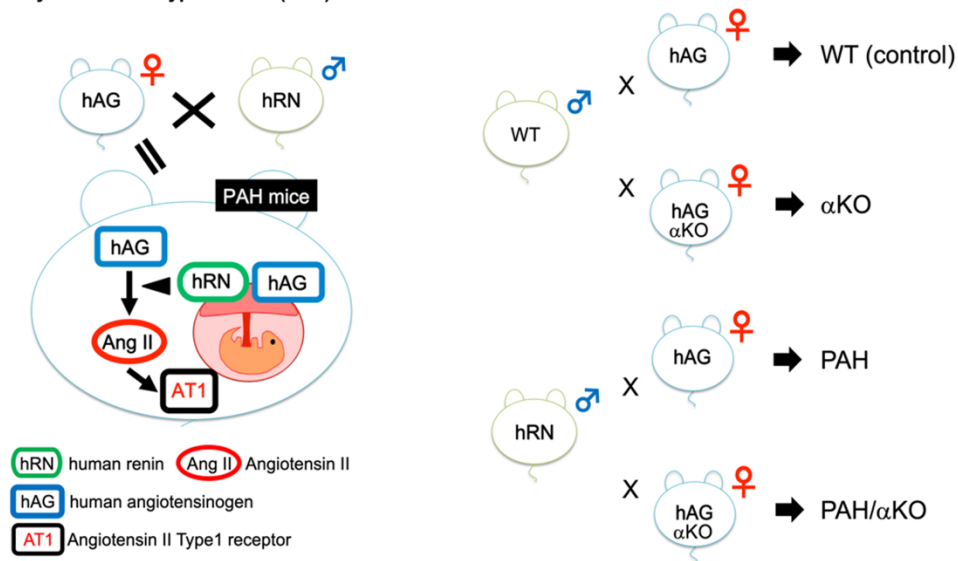

Figure S2. Schematic diagram of the α 1A-AR gene targeting using genome editing with CRISPR/Cas9 system. Sequences of wild-type (PAH) and mutated (PAH/ α KO) mice in target region. There were indel mutation on Adra1a target sequence, introducing a frameshift mutation that abolishes Adra1a gene function.

Supporting information

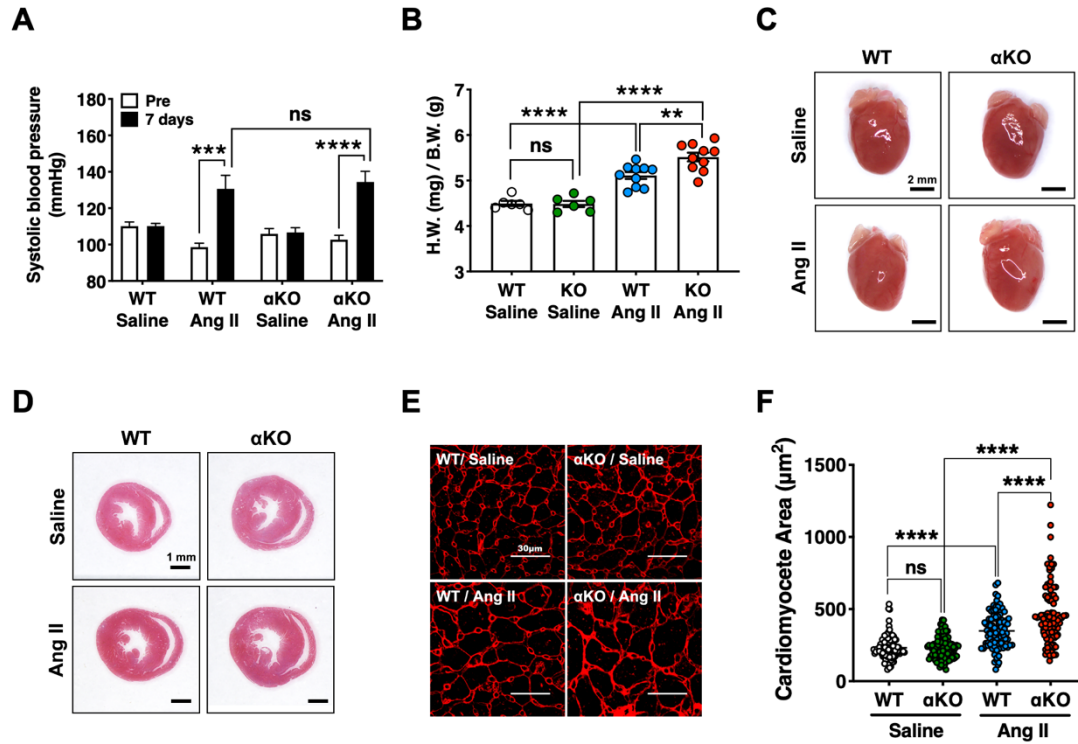

Figure S3. Effect of *Adra1a* deficiency on cardiac hypertrophy in Ang II-infused pregnant mice. **A**, Systolic blood pressure at P19. **B**, Heart weight (H.W.) to body weight (B.W.) ratio. **C**, **D**, Heart morphologies. Representative images of the whole hearts (**C**) and H&E staining of sections (**D**) from each group at P19. Scale bars represent 2 mm (**C**) and 1 mm (**D**). **E**, **F**, Representative images of cardiomyocytes in cardiac sections using fluorescently labeled WGA (**E**), and quantification of cardiomyocyte areas ($n = 100$ per group) (**F**). Scale bars represent 30 μ m. Results are presented as the mean $\pm$ SEM; ** $P < 0.01$, **** $P < 0.0001$, and ns (not significant) vs. control groups. Statistical significance was evaluated using one-way ANOVA with Bonferroni's multiple comparison test.

Supporting information

Table S1. The list of differentially expressed genes (DEGs) DGEs (PAH vs. control (A) and PAH/ α KO vs. PAH (B)) (Excel file).

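Table S1 gives, for each gene called, a signed FC and its FDR-corrected p, with PAH hearts set against control hearts in part A and PAH/αKO hearts against PAH hearts in part B. A signed FC is an FC between the groups, written as its negative reciprocal where the gene is lower. It is not a plain ratio of group means, as *AC102243.1*, with 0 counts in every control library, has a listed FC of 1663. Of the rows of part A that could be read, 1603 have a positive FC and 394 a negative FC, and the 36 rows of part B have 17 positive and 19 negative FCs. The authors' deposited table also holds the FC and FDR of an exact test on counts (EDGE of CLC Genomics Workbench) for PAH against control hearts. At an FDR under 0.05 and an FC of at least 2, the authors' deposited table has 1467 upregulated and 551 downregulated genes. Of the 1368 upregulated DEGs called with edgeR, 1331 (97.3%) are called in the same direction in the authors' deposited table, and of the 457 downregulated DEGs 435 (95.2%) are. Both tests use the same libraries, so this share is no independent check.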

Table S2. Oligonucleotides used in Adra1a-targeting by the CRISPR/Cas9 system.

Primer name	Sequence
Target_S	caccGCCGATGACAGGCCACCGAG
Target_AS	aaacCTCGGTGGCCTGTCATCGGC

Overhangs for ligation into the *Bbs* I site in CRISPR-Cas9 px330 vector are shown in lower case.

Table S3. The primer sequences used in qPCR.

Gene	Forward	Reverse
<i>Adra1a</i>	GCGGTGGACGTCTTATGCT	TCACACCAATGTATCGGTCGA
<i>Adra1b</i>	CCTGGTCATGTACTGCCGA	GACTCCCGCCTCCAGATTC
<i>Adrb1</i>	CACTTTCTGCAAGGACCCGA	TCCTAGGTGTGGAACCGGAA
<i>Adrb2</i>	AATAGCAACGGCAGAACGGA	TCAACGCTAAGGCTAGGCAC
<i>Adrb3</i>	TAGGACCTGACCCTGTCATCC	TTCTAAGCCTTTTCATGCCACACA
<i>Btg2</i>	GCACTGACCGATCATTACAAACA	CACCTTGCTGATGATGGGGT
<i>Egr1</i>	ACCTGACCACAGAGTCCTTTT	AGCGGCCAGTATAGGTGATG
<i>Fos</i>	GGCAGAAGGGGCAAAGTAGA	GATCTGTCTCCGCTTGGAGT
<i>Atf3</i>	GCTGCTGCCAAGTGTGCGAAA	TACATGCTCAACCTGCACCG
<i>Gapdh</i>	TGTGTCCGTCGTGGATCTGA	TTGCTGTTGAAGTCGCAGGAG

How the deposited data were processed for this re-analysis (not part of the article)

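RNA of whole hearts of 12 dams at P19 was measured by RNA-seq, with 4 hearts each of control (WT), PAH and PAH/αKO mice and 1 library per heart. The libraries were depleted of rRNA and sequenced as directional, paired-end reads. According to the submitters' processing notes, the authors mapped the reads to mm10 with CLC Genomics Workbench. The authors counted the reads over the exons of each gene, unique and multi-mapped together, and deposited these counts without normalization. RPKM values were calculated by the authors, by dividing exon reads by exon length and by all mapped reads of the library, and deposited beside the counts. The deposited p-value and FDR p-value columns hold an exact test on counts (EDGE of CLC Genomics Workbench) that the authors ran for PAH and PAH/αKO hearts, each against control hearts, and the fold change columns are signed, with the negative reciprocal where a gene is lower, as the authors deposited them. No such columns compare PAH/αKO with PAH hearts. The paper's text and the sample labels do not state the annotation release or the mapping and strand settings. The table holds 41819 genes, of which 31370 have a count in at least 1 library, and every entry names a gene. Gene identifiers and coordinates were checked against the GENCODE annotation of GRCm38, and all 41819 matched. Total and unique exon reads, intron reads and RPKM were used, and 132 other columns of values per sample were left out.

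Each comparison, PAH against control and PAH/αKO against PAH, was fitted on its own 8 libraries with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the groups (minimum count 10, minimum total count 15, large group size 10, minimum proportion 0.7), normalized by TMM and tested with the quasi-likelihood test without robust estimation, and p was adjusted by Benjamini-Hochberg over all genes tested. DEGs had an adjusted p under 0.05 and an FC of at least 2, the thresholds of the paper. The standard error of a log2 FC is its size over the square root of the F statistic. PCA used log2 CPM with a prior count of 2 and each gene scaled to unit variance. Single values were also compared by exact permutation tests over the 70 assignments of 4 libraries against 4. Gene lists of pathways and cell types were counted by direction and tested with camera of limma 3.58.1, with a preset correlation of 0.01 and again with the correlation estimated for each list, adjusted over the lists of a comparison. A list with only 1 measured member was not tested with camera. Levels are means of CPM with the SD over hearts. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 read the table and drew the plots.

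The genes named are those the paper names for these hearts, the 10 DEGs with the largest rise and the 6 with the largest fall per comparison among genes with a mean CPM of at least 1 in the higher group and no overlap between the groups, the 4 members of each list with the smallest p, and the genes of Table S1B. The values of Table S1 were seen before this rule was written. Members of a list named because 5 or fewer moved in one direction, and genes outside the rule, were chosen after their values were seen.

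Libraries held 29268702 to 39891300 exon reads. The test was checked on counts simulated from the same libraries, in which it recovered 56%, 78%, 92% and 100% of genes changed 1.5-fold, 2-fold, 4-fold and 8-fold for PAH against control hearts, with 7 of the unchanged genes called among 15342 tested, and 36%, 70%, 98% and 98% for PAH/αKO against PAH hearts, with 11 called among 15479. Recovery meant an adjusted p under 0.05 in the right direction, without the FC threshold. The simulated counts were drawn for each gene independently and held many changed genes, which can overstate the recovery. Libraries of one group were checked for duplicates by a chi-square over genes with at least 20 counts per pair, which per degree of freedom was 9.44 to 98.5. The alternatives tried were RLE size factors, no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0 with its Wald test, edgeR's likelihood ratio test, limma on log2(RPKM + 0.1) and on log2(RPKM + 1), all 12 libraries in 1 fit, replicate number as a block, library sizes without structural and mitochondrial RNA, the share of structural RNA as a covariate, no FC threshold, each library left out in turn, control libraries 1 and 2 or 3 and 4 left out, PAH/αKO libraries 1 and 2 left out and, for the overlap, the PAH libraries split 2 and 2. For PCA, genes were also left unscaled or taken as log2(RPKM + 0.1). For genes near *Adra1a*, a window of 20 Mb on each side was replaced by 10 Mb and by the whole chromosome. An unadjusted p for PAH/αKO against PAH hearts was added after seeing the values. Single libraries far from the others of their group were looked for with Dixon's ratio at a two-sided 5% level. The paper's GO and KEGG enrichment was not repeated. Its blots, qPCR and histology were not repeated either, since the table holds none of their measurements.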

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

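The tests of uneven removal of structural RNA, of an effect of the genotype in every mouse, of differences between hearts of one group, of the ERK feedback genes and of stretches of the genome were chosen only after the result was seen.

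Ribosomal and small structural RNA features had a positive log2 FC in PAH/αKO against PAH hearts, with a median log2 FC of 1.70 over 11 features, among them the protein-coding gene *Lars2*. The list holds genes of Table S1B, which was seen before it was written, and so does the list of immediate-early genes. Their share of exon reads differed 6.72-fold between the highest and the lowest PAH/αKO library, with 1.11% and 0.863% in libraries 1 and 2 and 0.165% in library 4, where PAH libraries reach 0.217%, which is in line with an uneven removal of such RNA between libraries. An effect of the genotype in every mouse stays open, as 3 of 4 PAH/αKO libraries lay above the highest PAH library by share and 4 of 4 by the mean log2 CPM over the features. Without PAH/αKO libraries 1 and 2 the median log2 FC was 0.56, and 10 of 11 features had a positive log2 FC. These explanations cannot be told apart with 4 libraries, since the measures place the lowest PAH/αKO library on different sides of the highest PAH library.

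Immediate-early genes were at lower levels in PAH/αKO than in PAH hearts, by 0.501 in mean log2 CPM, and every PAH heart (lowest 0.762) was above every PAH/αKO heart (highest 0.661; exact permutation test, two-sided, p = 0.0286, unadjusted, with 35 lists compared). A single PAH library is argued against, because the median log2 FC stayed at −0.28 or below when any PAH library was left out (−0.46, −0.28, −0.39 and −0.49 without PAH 1 to 4). Hearts of one group may also differ whatever their genotype, for example through the time to tissue collection. The SD between single hearts was 0.220 in control hearts (upper 95% limit 0.820), 0.260 in PAH and 0.130 in PAH/αKO hearts. The difference of 0.501 is between means of 4 hearts, so the control SD of single hearts does not decide whether such differences account for it. A candidate explanation by biology, lower ERK signaling without *Adra1a*, was tested with the mRNA of ERK feedback genes (adjusted p = 0.163 from camera, 13 of 20 with a negative log2 FC). The paper's blots have less phosphorylated ERK and CREB in PAH/αKO than in PAH hearts, which mRNA levels do not measure. With 4 hearts per group and 35 lists compared, these tests leave open whether the difference in immediate-early genes lies with the genotype or with the hearts sampled.

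In data the paper does not discuss, 8 transcripts lay at the floor of 3 counts or fewer per library in every control heart and above 1 CPM in the mean of the PAH hearts, and none went the other way. Over the 4 control libraries their counts came to 6 for *Gm12299*, 0 for *Gm12326*, 4 for *Ccl3*, 1 for *Serpina3m*, 0 for *AC102243.1*, 4 for *Gm4219*, 1 for *Gm44618* and 3 for *Iqcf3*, and their PAH means were 2.50, 2.01, 1.16, 1.74, 6.05, 1.31, 1.07 and 1.28 CPM in that order. All 8 exceeded the floor in at least 1 PAH/αKO library, and in the mean of PAH/αKO hearts *Serpina3m* was at 0.580 ± 0.616 and *Ccl3* at 0.751 ± 0.724 CPM. Reads shared between copies are argued against for the set, whose median unique share of exon reads was 0.951, but not for *Gm44618*, of whose reads 0.817% were unique. Stretches of another strain or linked to the transgenes could carry such transcripts, and 0 of 8 lay within 2 Mb of another (p = 1 from a permutation of 10000 random sets, whose mean share was 1.86%). Strain and induction in PAH hearts cannot be told apart for these 8 transcripts, as they are too few for this test, and *Ccl3* is a chemokine of activated macrophages.

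Single libraries stood far from the other libraries of their group in 13 of 295 groups of 4 libraries tested, where chance flags about 1 in 20 groups (Dixon's ratio of the gap to the range). *Adra1a* in PAH library 3 was at 10.6 CPM against 6.37 to 6.89 CPM in the others (gap over range 0.879). *Igfbp2* in PAH library 4 was at 6.64 CPM against 10.1 to 10.3 CPM in the others (gap over range 0.962). *Timp1* in control library 3 was at 3.43 CPM against 4.72 to 4.95 CPM in the others (gap over range 0.848). *Acta1* in PAH library 1 was at 466 CPM against 709 to 744 CPM in the others (gap over range 0.873). *Fetub* in PAH library 3 was at 4.55 CPM against 2.50 to 2.59 CPM in the others (gap over range 0.957). *Srp54b*, one of the largest falls in PAH hearts, was in PAH library 4 at 1.63 CPM against 0.0943 to 0.187 CPM in the others (gap over range 0.939). *Ackr3* in PAH library 3 was at 66.4 CPM against 56.4 to 57.2 CPM in the others (gap over range 0.913). *Cryab* in PAH library 4 was at 843 CPM against 693 to 697 CPM in the others (gap over range 0.973). *Hspa1b* in PAH library 1 was at 25.8 CPM against 12.2 to 14.0 CPM in the others (gap over range 0.863). *Ifngr2* in PAH library 3 was at 93.8 CPM against 122 to 127 CPM in the others (gap over range 0.845). *Lars2* in control library 4 was at 589.8 CPM against 383 to 405 CPM in the others (gap over range 0.894). *Myh11* in control library 2 was at 151 CPM against 116 to 118 CPM in the others (gap over range 0.945). *Pdk4* in PAH/αKO library 4 was at 229.6 CPM against 353 to 372 CPM in the others (gap over range 0.865).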

How the results depend on the processing

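The threshold of an unadjusted p in PAH/αKO against PAH hearts was chosen only after the result was seen. The 1368 upregulated DEGs of PAH hearts became 701 with limma on log2(RPKM + 1) and 3465 with no FC threshold, and the 457 downregulated DEGs 185 with limma on log2(RPKM + 0.1), 50 on log2(RPKM + 1) and 3123 with no FC threshold. Under the other alternatives, among them DESeq2 (1356 and 457), no filter on low counts (1536 and 578) and at least 10 counts in every library (1012 and 331), both counts stayed within 1.5 times, at 1301 to 1468 and 412 to 501 when 1 library was left out. Higher and lower DEGs of PAH/αKO against PAH hearts, 0 and 0 with edgeR's quasi-likelihood test and whenever 1 library was left out, were 4 and 8 with no filter (the 4 higher were *Rn7s1*, *Rpph1*, *Gm24270* and *Gm24601*), 6 and 13 with DESeq2, 12 and 15 with the likelihood ratio test, 0 and 1 with limma on log2(RPKM + 0.1) (*Mir7005*), 1 and 0 with replicate number as a block (*Rn7s1*, log2 FC 5.34) and 56 and 79 with the unadjusted p. Their overlap with the upregulated DEGs of PAH hearts, also 0, was 6 with no filter, 8 with DESeq2, 8 with the likelihood ratio test, 1 at most with the PAH libraries split 2 and 2 and 26 with the unadjusted p. PC1 of PAH and control hearts (47.4%) held 62.7% with genes not scaled, 32.3% with no filter, 51.3% on log2(RPKM + 0.1) and 46.9 to 49.7% with 1 library left out, and PC1 of PAH/αKO and PAH hearts (27.7%) 29.3% with genes not scaled, 21.4% with no filter and 28.1 to 32.2% with 1 library left out. *Adra1a* passed in PAH against control hearts under every alternative (−1.38 to −0.49), and in PAH/αKO against PAH hearts it was negative and passed under none (−0.66 to −0.24). Lists called by camera, not run with DESeq2, came to 21 to 23 in PAH against control hearts (22) and 15 to 20 in PAH/αKO against PAH hearts (15) with 1 library left out. The log2 FC of *Adrb2* in PAH against control hearts, 0.00 and never past the threshold, turned to −6.31e-04 with RLE size factors, −0.00328 with DESeq2, −7.24e-04 with the likelihood ratio test, −0.0152 with all 12 libraries, −0.15 without control libraries 3 and 4, and −0.0955 to 0.0860 with 1 library left out, negative without control 3 or 4 or PAH 3 or 4. With limma on log2(RPKM + 0.1) and log2(RPKM + 1), with which the median log2 FC over all genes was 0.25 and 0.15, *Hspb8* turned to 0.0194 and 0.0192 and *Lifr* to 0.0383 and 0.0325. Of 2305 values of 116 named genes in PAH against control hearts, 2074 kept direction and call, 214 of 41 genes no longer passed and 4 of 1 gene newly passed, and of 498 values of 25 genes in PAH/αKO against PAH hearts, 453 were kept and 45 of 19 genes newly passed. Of the counts of list members, 1274 of 1400 and 1369 of 1400 stayed within 1.5 times. Hearts with the same replicate number were not more alike (r of −0.0361 to 0.0540 for PAH and control and −0.197 to 0.0783 for PAH/αKO and PAH hearts, across genes, which are not independent), so the samples were not taken as paired. In simulated counts, a 1.5-fold change was recovered by adjusted p, without the FC threshold, in 56% and 36% of genes in the respective comparisons. Those counts draw each gene independently, which can overstate the recovery. For these changes the cause was not tested.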

Differences from the paper's values

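The threshold of an unadjusted p was chosen only after the result was seen. The paper gives 36 DEGs between PAH/αKO and PAH hearts, and edgeR's quasi-likelihood test at the same thresholds of FC and FDR gave 0. Among the alternatives fixed before the data were examined, edgeR's likelihood ratio test called 27 DEGs, within 1.5 times of the paper's count. The others did not come as near, with 19 for DESeq2, 12 for no filter on low counts, 1 for limma on log2(RPKM + 0.1), 1 for replicate number as a block, and 0 for RLE size factors, at least 10 counts in every library, limma on log2(RPKM + 1), all 12 libraries in 1 fit, library sizes without structural and mitochondrial RNA, no FC threshold, the share of structural RNA as a covariate, PAH/αKO libraries 1 and 2 left out and each single library left out. Of these calls, 25 of the likelihood ratio test, 18 of DESeq2, 12 of no filter and 1 of the block (*Rn7s1*) are among the genes of Table S1B.

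For upregulated DEGs in PAH/αKO hearts the paper's count is 19 and the count here 0, and no alternative lay within 1.5 times of that count, with 12 for the likelihood ratio test, 6 for DESeq2, 4 for no filter, 1 for the block and 0 for limma on log2(RPKM + 0.1) and the rest. For downregulated DEGs the paper's count is 17 and the count here 0. DESeq2 (13) and the likelihood ratio test (15) lay within 1.5 times of it, and no filter (8), limma on log2(RPKM + 0.1) (1), the block (0) and the rest (0) did not. With an unadjusted p under 0.05, chosen after seeing the values, there were 56 and 79, which is not within 1.5 times either. Table S1B has these directions the other way round, with 17 positive and 19 negative FCs. Against its counts the likelihood ratio test lay within 1.5 times in both directions, and DESeq2 in the lower direction alone.

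The paper names 10 genes as higher in PAH than control and lower in PAH/αKO than PAH hearts, and the count here is 0. By qPCR, which was not repeated here, the paper also found *Btg2*, *Egr1*, *Fos* and *Atf3* lower in PAH/αKO than in PAH hearts. DESeq2 (8) and the likelihood ratio test (8) lay within 1.5 times of the paper's count, both with *Atf3*, *Btg2*, *Ccn1*, *Cxcl13*, *Egr1*, *Fetub*, *Fos* and *Gm20186*. No filter on low counts (6) did not, though it called *Npcd* besides *Atf3*, *Btg2*, *Ccn1*, *Egr1* and *Fos*, nor did the PAH libraries split 2 and 2 (at most 1) and the rest (0). No setting with an adjusted p called *Gm8237*. The unadjusted p gave 26, more than 1.5 times the paper's count, and was chosen after seeing the values.

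The log2 FCs themselves differed little. Of Table S1A, 1997 of 2150 genes could be read. Over 59 named genes with a value in it, the median absolute difference was 0.039 and the largest 0.061 on the log2 scale, and over 16 of Table S1B the largest was 0.067, with 0 and 0 beyond the standard error.

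In direction, the paper states from qPCR that the beta-adrenergic receptor genes did not change in PAH hearts. Here *Adrb1* was lower, with a log2 FC of −0.66 and an adjusted p of 0.00170 from edgeR, while *Adrb2* was not, and the authors' deposited table has a fold of −1.59 with an FDR of 0.00617 for *Adrb1*. The paper found *Adra1a*, *Adra1b* and *Adra1d* lower by qPCR. The same deposited EDGE test has folds of −2.27 (FDR 1.2e-09), −1.61 (FDR 0.00395) and −1.86 (FDR 0.0805) for them, so that *Adra1d* did not pass there. With limma on log2(RPKM + 0.1) and log2(RPKM + 1), *Adrb1* did not pass (−0.37 and −0.30). The paper's text has more upregulated than downregulated DEGs in PAH/αKO hearts, whereas the FCs listed in Table S1B are 17 positive and 19 negative, and of its 29 genes measured here 13 had a positive and 16 a negative log2 FC.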

Other observations

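The count of genes near *Adra1a* at an unadjusted p was chosen only after the result was seen.

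Genes of proliferation and of the interferon response were higher in PAH than in control hearts. Of 28 cell cycle genes 26 rose and 1 fell, *Cenpf* (26 and 1 when adjusted over the list alone), with *Top2a*, a topoisomerase of dividing cells, going from 5.17 ± 1.38 to 35.5 ± 6.66 CPM and *Mki67*, a marker of dividing cells, from 9.38 ± 3.26 to 49.9 ± 6.23 CPM (SD, n = 4 each). Among interferon response genes 22 of 24 rose and none fell (23 when adjusted over the list alone), such as *Cxcl10*, an interferon-induced chemokine, with a log2 FC of 3.50 (standard error 0.39, adjusted p = 1.2e-05), and *Zbp1*, a sensor of nucleic acids, of 2.77 (standard error 0.24, adjusted p = 1.9e-06). *Ifi208*, an interferon-inducible gene outside that list, fell from 2.18 ± 0.707 to 0.118 ± 0.0468 CPM. ERK feedback genes rose for 15 of 20, with none lower (17 when adjusted over the list alone). The cell cycle list had an adjusted p of 4.2e-12 from camera (adjusted p = 0.231 with an estimated correlation), the interferon list an adjusted p of 1.3e-08 from camera (adjusted p = 0.244 with an estimated correlation) and the ERK list an adjusted p of 7.6e-05 from camera (adjusted p = 0.244 with an estimated correlation).

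Stress pathways moved in both directions in PAH hearts. Of apoptosis genes 11 of 20 were higher and 2 lower (11 and 2 when adjusted over the list alone), the lower being *Bcl2l11* and *Gadd45a*, with an adjusted p of 0.00594 from camera (adjusted p = 0.216 with an estimated correlation). Of unfolded protein response genes 6 of 14 were higher and 2 lower (8 and 2 when adjusted over the list alone), the lower being *Herpud1* and *Dnajb9*, with an adjusted p of 0.176 from camera (adjusted p = 0.581 with an estimated correlation). In the heat shock response 4 of 12 were higher and 4 lower (4 and 4 when adjusted over the list alone), as the inducible chaperones *Hspa1a* and *Hspa1b* rose with *Hspb1* and *Hsp90aa1*, and the mitochondrial chaperones *Hspd1* and *Hspe1* fell with *Cryab* and *Hspb8*, with an adjusted p of 0.893 from camera (adjusted p = 0.967 with an estimated correlation). Of cytosolic ribosomal proteins 2 of 28 were higher, *Rpl3* and *Rpl10* (1 when adjusted over the list alone), with an adjusted p of 0.962 from camera (adjusted p = 0.992 with an estimated correlation). Of the list of structural RNA features 4 of 11 were lower, *Rn7s1*, *Gm24270*, *Mir6236* and *Lars2*, which is a protein-coding gene (3 when adjusted over the list alone), with an adjusted p of 0.0423 from camera (adjusted p = 0.444 with an estimated correlation). Of the Table S1B genes, chosen by the study on these samples, 9 of 29 were higher in PAH than in control hearts and the same 4 features lower (9 and 4 when adjusted over the list alone), with an adjusted p of 0.808 from camera (adjusted p = 0.939 with an estimated correlation). By limma on log2(RPKM + 0.1) and log2(RPKM + 1), the lower counts became 0 and 0 for apoptosis (*Bcl2l11* log2 FCs −0.16 and −0.11), 0 and 0 for heat shock, 1 and 1 for the unfolded protein response, 1 and 2 for structural RNA and 1 and 2 for Table S1B, and 15 and 15 ribosomal proteins were higher. Without control libraries 1 and 2, 0 apoptosis genes (*Bcl2l11* log2 FC −0.26), 1 unfolded protein response gene and 3 ribosomal proteins were lower. Without control libraries 3 and 4, 2 heat shock genes, 1 structural RNA feature and 0 genes of Table S1B were lower and 4 ribosomal proteins higher. With all 12 libraries in 1 fit 2 heat shock genes, 1 structural feature and 2 genes of Table S1B were lower, and with no filter on low counts 8 of Table S1B. Leaving out 1 library ended the call of *Gadd45a* (control 1 or PAH 2; −0.38 to −0.34), *Dnajb9* (any library but control 2 or PAH 3; −0.32 to −0.20), *Hsp90aa1* (any library but control 4; 0.35 to 0.50), *Cryab* (control 3, PAH 1 or PAH 2; −0.36 to −0.29), *Hspb8* (any library but control 1; −0.30 to −0.19), *Rpl10* (control 1, control 2, PAH 1, PAH 2 or PAH 4; 0.25 to 0.35), *Gm24270* (control 4 or PAH 1; −0.55 to −0.39), *Lars2* (control 4, PAH 1 or PAH 3; −0.44 to −0.33) and *Mir6236* (control 1, control 4, PAH 1, PAH 2 or PAH 3; −0.53 to −0.30), with the libraries and log2 FCs in parentheses.

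In PAH against control hearts, of endothelial markers 2 of 12 were higher, *Pecam1* and *Esam* (1 when adjusted over the list alone), with an adjusted p of 0.447 from camera (adjusted p = 0.825 with an estimated correlation). Of smooth muscle and pericyte markers 4 of 11 were higher and 3 lower (4 and 3 when adjusted over the list alone), with *Tagln*, *Acta2*, *Pdgfrb* and *Cspg4* higher and *Abcc9*, *Kcnj8* and *Myh11* lower, and an adjusted p of 0.792 from camera (adjusted p = 0.939 with an estimated correlation). Of Schwann cell and neuron markers 2 of 8 were higher and 1 lower (2 and 1 when adjusted over the list alone), *Uchl1* and *Prph* being higher and *Dbh*, the enzyme that makes noradrenaline, lower (from 1.69 ± 0.268 to 0.501 ± 0.110 CPM), with an adjusted p of 0.962 from camera (adjusted p = 0.967 with an estimated correlation). None of 7 adipocyte markers passed by edgeR's quasi-likelihood test, over all genes or when adjusted over the list alone (1 did without PAH library 2 or 4, with no filter on low counts and with the likelihood ratio test), with an adjusted p of 0.784 from camera (adjusted p = 0.939 with an estimated correlation). By limma on log2(RPKM + 0.1) and log2(RPKM + 1), 6 and 7 endothelial markers were higher and 1 and 1 smooth muscle and pericyte markers lower. Without control libraries 1 and 2 these counts were 6 and 1, and with all 12 libraries in 1 fit 1 and 1. Without control libraries 3 and 4, 1 endothelial marker was higher and 1 lower, and 2 smooth muscle and 1 Schwann cell markers were higher. Leaving out 1 library ended the call of *Esam* (any library but control 2 or PAH 1; 0.20 to 0.25), *Pdgfrb* (control 3, control 4, PAH 2 or PAH 4; 0.35 to 0.46), *Cspg4* (control 3, control 4, PAH 2 or PAH 4; 0.34 to 0.45), *Kcnj8* (control 1 or PAH 1; −0.29 to −0.28), *Myh11* (control 2, control 3, control 4, PAH 1 or PAH 4; −0.37 to −0.24) and *Prph* (any library but PAH 2 or PAH 4; 0.77 to 1.42), with the libraries and log2 FCs in parentheses.

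Between PAH/αKO and PAH hearts no gene passed by edgeR's quasi-likelihood test, but the members of some further lists had log2 FCs of one sign. All 28 cell cycle genes had a positive log2 FC (median 0.62), with *Mki67* at 0.70 (adjusted p = 0.502) and an adjusted p of 2.2e-05 from camera (adjusted p = 0.715 with an estimated correlation), though the 4 PAH/αKO hearts spread from 1.15 to 2.96 in mean log2 CPM relative to control hearts. All 8 erythroid markers were positive, *Hba-a1* at 0.95, with an adjusted p of 0.0263 from camera (adjusted p = 0.715 with an estimated correlation), as were 11 of 12 heat shock genes, with an adjusted p of 0.00403 from camera (adjusted p = 0.554 with an estimated correlation). Negative log2 FCs were found for 7 of 8 Schwann cell and neuron markers, with *Plp1*, a myelin protein, at −0.65 (1 lower when adjusted over the list alone) and an adjusted p of 0.00632 from camera (adjusted p = 0.554 with an estimated correlation). Immune lists were mostly negative, with 35 of 38 cytokines and chemokines (*Il1a* −1.42; adjusted p = 1.5e-06 from camera, adjusted p = 0.671 with an estimated correlation), 32 of 34 complement and coagulation genes (*C4b* −0.64; adjusted p = 1.5e-06 from camera, adjusted p = 0.671 with an estimated correlation), 32 of 38 of TNF signaling (adjusted p = 2.2e-05 from camera, adjusted p = 0.715 with an estimated correlation), 18 of 20 macrophage markers (*Mertk* −0.62; adjusted p = 0.00240 from camera, adjusted p = 0.715 with an estimated correlation), 7 of 8 neutrophil markers (adjusted p = 0.0145 from camera, adjusted p = 0.715 with an estimated correlation) and 25 of 32 cytokine receptors (adjusted p = 0.0180 from camera, adjusted p = 0.715 with an estimated correlation). With DESeq2, the likelihood ratio test and no filter, 1, 1 and 0 cytokines and chemokines, 1, 1 and 1 TNF signaling genes, 1, 1 and 0 macrophage markers, 1, 0 and 0 Schwann cell and neuron markers and 1, 1 and 1 ERK feedback genes were lower over all genes. In mean log2 CPM relative to control hearts, PAH/αKO hearts 1 and 4 lay below every PAH heart in each of the immune lists. Heart 2 did so in none of them, and heart 3 only in TNF signaling (1.33 against 1.48 to 1.53 in PAH hearts). Cytokines and chemokines, for example, lay at 1.12, 2.01, 1.75 and 0.66 in PAH/αKO hearts 1 to 4, and at 1.70 to 2.02 in PAH hearts. Heart 4 lay lowest of the PAH/αKO hearts in macrophage (0.76) and neutrophil markers (−0.02). *Hamp*, which encodes the iron hormone hepcidin, was at 5.81 ± 1.69 CPM in PAH and 2.39 ± 0.740 CPM in PAH/αKO hearts.

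The knockout allele was made in eggs of another strain, so genes near *Adra1a* could differ by strain. None of 291 tested genes within 20 Mb and none of 15383 elsewhere passed in PAH/αKO against PAH hearts, so that their shares at the adjusted p cannot differ and decide nothing. At an unadjusted p under 0.05 the shares were 30 of 291 (10.3%) near it and 1557 of 15383 (10.1%) elsewhere (Fisher's exact test, p = 0.922). Genes elsewhere can carry alleles of that strain too, so this does not test strain background as a whole.

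The 8 libraries of a comparison can be split into groups of 4 in 35 ways. For DEGs of PAH hearts the real grouping gave 1368 upregulated DEGs and no other split more than 0, and 457 downregulated DEGs against 0. In each case 1 of 35 splits was as large, the real one, which is the smallest share possible. The other splits mix PAH and control hearts, which widens the spread within their groups, so the splits alone do not exclude chance. The number of lists called by camera did not stand out. It was 22 in PAH against control hearts with up to 23 in another split (6 as large) and 15 in PAH/αKO against PAH hearts with up to 23 (14 as large). For PAH/αKO against PAH hearts the splits decide nothing about DEGs or about genes near *Adra1a*. The counts were 0 upregulated and 0 downregulated and the p near *Adra1a* was 1, so all 35 splits are as large whatever the data (highest other 0, 0 and 1). The same holds for the overlap with PAH DEGs, 0 in all 100 random groupings of the 12 libraries, the real one included.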
